# Temporal and spatial niche partitioning in a retrotransposon community of the *Drosophila melanogaster* genome

**DOI:** 10.1093/nar/gkaf516

**Published:** 2025-06-12

**Authors:** Marion Varoqui, Mourdas Mohamed, Bruno Mugat, Daniel Gourion, Maëlys Lemoine, Alain Pélisson, Charlotte Grimaud, Séverine Chambeyron

## Abstract

Transposable elements (TEs) are genetic parasites that can potentially threaten the stability of the genomes they colonize. Nonetheless, TEs persist within genomes and are rarely fully eliminated, with diverse TE families coexisting in varing copy numbers. The TE replication strategies that enable host organisms to tolerate and accommodate the extensive diversity of TEs, while minimizing harm to the host and avoiding mutual competition among TEs, remain poorly understood. Here, by studying the spontaneous or experimental mobilization of four *Drosophila* LTR RetroTransposable Elements (LTR-RTEs), we reveal that each of them preferentially targets open chromatin regions characterized by specific epigenetic features. Among these, gtwin and ZAM are expressed in distinct cell types within female somatic gonadal tissues and inserted into the distinct accessible chromatin landscapes of the corresponding stages of embryogenesis. These findings suggest that individual LTR-RTEs exploit unique biological niches, enabling their coexistence within the tightly regulated ecosystem of the same host genome.

## Introduction

Proper development of multicellular organisms relies on the temporally and spatially regulated expression of genes encoded by the genome. However, not every DNA sequence, even if it can be expressed within a genome, contributes to the fitness of the organism. Some sequences, such as transposable elements (TEs) exhibit a self-serving behavior due to their ability to take advantage of the host proteins to favor their expression and transposition in various locations within the host genome. Thus, they can be considered as genomic parasites [1]. This capacity to move within the genome can generate harmful mutations such as disruptions of coding sequences, impairment of gene regulation, and chromosomal rearrangements by ectopic recombination [2], which may ultimately jeopardize the integrity of the host genome. This is particularly relevant considering that maintenance of TEs in a host organism throughout generations requires that they reach the germline, the carrier of the heritable host genetic information. In this context, the key question is to determine how each TE has been able to tune up its replication cycle in order to prevent extinction of either the host or the TE [3]. On the other hand, during evolution, several defense mechanisms have been developed by the host to keep replicative transposition rates at low levels allowing proper balance between host survival and TE maintenance. Some of the mechanisms affecting the level of TE transposition involve, in the germline and surrounding somatic cells, a specific class of small regulatory RNAs known as Piwi-interacting RNAs (piRNAs), which, when associated with PIWI proteins, a subclass of Argonaute proteins, can hybridize with nascent or cytoplasmic TE transcripts. This specific targeting by the host defense machinery leads to the silencing of TEs, either transcriptionally (TGS) or post-transcriptionally (PTGS), respectively [4–7]. We assume that present-day TE landscapes likely result from evolution of a series of host–TE interactions, including transposition repression, that, together, prevented extinction of either the host or the TE [3, 8]. On the TE–host side, eukaryotic genomes could be considered as ecosystems differing in the amount and diversity of the TEs they harbor [9–11]. Following this idea, we hypothesize that the coexistence of numerous TE families within the same host genome was made possible by the evolution of specific features in the replication cycle of each family, which has allowed them to persist without harming the host and/or competing with each other.

As much as 20% of the *Drosophila melanogaster* genomic sequences derive from different classes of TEs [12]. Within the same class, comparative analyses of conserved TE-encoding proteins have allowed their distribution into specific clades, each segregated into distinct families. For instance, comparative analyses of the conserved reverse transcriptase domain of Long Terminal Repeat-RetroTransposable Elements (LTR-RTEs), a class replicating via an RNA intermediate and representing ∼10% of the *D. melanogaster* genome [12], revealed a distribution into three clades: Copia, BEL, and Gypsy [13, 14]. LTR-RTEs of the Copia and BEL clades encode a single open reading frame (ORF) and are represented by a few families. The much more expanded Gypsy clade, on the other hand, displays a stronger heterogeneity in coding sequence with LTR-RTE families encoding one, two, or three ORFs [13, 14]. Several studies, using various *Drosophila* strains, have revealed that the Gypsy clade families are not only genetically diversified but have also adopted distinct niches of expression. While some families within this clade are expressed in germline cells, like most TEs, the majority are specifically expressed in the somatic cells surrounding the germline [15]. This unique replication strategy is linked to the acquisition, by their common ancestor, of an ORF encoding a viral-like envelope protein which enables these elements to infect the germline [13, 15]. By uncoupling the site of expression (tolerant, differentiated gonadal somatic cells) from the site of integration (germline), this replication cycle is likely less harmful for the host germline, providing a possible explanation for the evolutionary success of this clade. Moreover, the high diversity existing between the gonadal somatic cell types that are potential sources of viral-like particles able to infect the germline has been fully exploited for the wide evolutionary diversification of this clade. Indeed, each type of ovarian somatic cell seems to be adapted as a specific niche for the expression of a particular LTR-RTE family [15]. This expression niche partitioning probably provided diverse unique environments where families can thrive without having to compete with each other.

Similarly, the integration of TEs in eukaryotic genomes seems not random, indicating that several host–TE interactions have certainly been developed to allow such genome partitioning of TE insertions. Pioneering studies in the budding yeast *Saccharomyces cerevisiae* have revealed how co-optation of distinct endogenous proteins as TE cofactors have notably driven insertion niche partitioning for several LTR-RTEs families. Indeed, it appears that the LTR-RTE Ty5 benefits from the interaction of its integrase with the heterochromatin protein Sir4 to preferentially integrate in subtelomeric regions. On the other hand, two distinct LTR-RTEs Ty1 and Ty3 rather integrate in nonessential multicopy genes transcribed by RNA PolIII such as tranfer RNAs (tRNAs) genes [16]. Note, although they share the same global insertion environment, each of these elements has its own insertion site preference that is mainly dependent on the interaction of its integrase with specific cellular cofactors [16].

More recent data in *D. melanogaster* suggest that TEs, which belong to distinct classes and differ by their transposition mechanism, generally share insertion preference for open chromatin regions [17, 18], but display distinct insertion patterns. For example, the DNA transposon P-element favors integration of its DNA in replication origins [17, 19], while RTEs integrate their complematary DNAs (cDNAs) either near the promoters and exons of active genes, for all LTR-RTEs families, or toward the telomere, for the non-LTR-RTE I-element [17]. Whether integration preferences may also vary between the different families of the same LTR class and/or are influenced by specific cellular contexts are still open questions.

Studying LTR-RTE ecology regarding not only the interactions between a TE family and its host but also between members of the whole community of TE families having colonized the same host is, therefore, expected to provide further insights into the ways they have successfully invaded all present-day eukaryotic genomes.

To investigate to what extent the active LTR-RTE families present in a same organism may differ in their replication cycles, we used a *D. melanogaster* strain that we had previously constructed to impair the Piwi-mediated LTR-RTE repression specifically in the somatic tissue of the gonads (Supplementary Fig. S1) [20]. This strain contains a traffic-jam-Gal4/Gal80^ts^ inducible driver which activates, at permissive temperature, the expression of a short RNA hairpin targeting Piwi (sh-piwi) in the gonadal somatic cells. This somatic knockdown (sKD) alleviates LTR-RTE repression in these cells without causing sterility [20]. When females of this strain are transferred for 5 days from the 20°C nonpermissive to the 25°C permissive temperature, they display a partial depletion of the Piwi protein in their ovarian somatic cells (piwi-sKD), leading to an accumulation of LTR-RTE transcripts in these cells. *De novo* germline insertions of two LTR-RTEs from the Gypsy clade, ZAM and gtwin, were detected in short-read genomic libraries from embryos sequenced two generations (F2) after piwi-sKD (Supplementary Fig. S1) [20]. As a proof of concept, we also demonstrated that this strain is a powerful tool for studying the accumulation of *de novo* germline insertions of at least ZAM and gtwin LTR-RTEs. At that time, it was illustrated by the increase in their copy number, approximately estimated by genomic polymerase chain reaction (PCR), following the application of piwi-sKD through successive generations up to generation 72.

In the present study, by performing long-read sequencing of genomic DNA obtained from F2 male flies after 11, 31, and 73 generations of piwi-sKD, we were able to (i) verify the increased numbers of new insertions for ZAM and gtwin across successive generations and also document new insertions for three other LTR-RTEs families namely roo, copia, and rover; and (ii) map enough new germinal insertions of four of these LTR-RTE families to reveal differences in their landing site preferences, particularly for distinct epigenetic marks associated with open chromatin. Furthermore, we highlighted that gtwin and ZAM replication cycles exhibit differences not only in their expression patterns but also in the timing of their integration into the different accessible chromatin landscapes of the developing embryonic germline, which could explain some of their site preferences. Our findings emphasize how, over the course of evolution, the diversity of the cell identities that different LTR-RTE families exploit for both expression and integration has facilitated their colonization of specific niches, enabling their coexistence within this ecosystem.

## Materials and methods

### *Drosophila*genotypes

As previously described (Supplementary Fig. S1) [20], all flies used to determine LTR-RTE mobilization and integration, shared the genotype of the founder G0 strain : *w; tj-Gal4; tubP-Gal80^ts^*, *sh-piwi*. The polymorphism of this strain had been partially reduced by isolating a single pair of parents, and the strain was thereafter stably maintained at 20°C as a large population (>500 progenitors at each of the 100 successive generations of the G0F100 population). An independent subset of the G0 population was bred using >500 flies per generation, the temperature being raised at each generation from 20°C to 25°C for a 5-day period during the adult stage (Fig. 1A). At the 11th (G11), 31th (G31), and 73rd (G73) generation, a large subset of GnF1 progenitors (∼500 flies, from the *n*th generation of interest) of the treated population was isolated and maintained *en masse* at 20°C, the nonpermissive temperature for piwi-sKD. A strain harboring the genotype: *w*; *vas::EGFP* was also used [21]. The *piwi-AID-GFP* strain was a generous gift of G. Hannon [22].

### Oxford nanopore technology (ONT) sequencing data analysis

As previously described [23], genomic DNA was extracted from 100 GnF2 males (Fig. 1A), and long-read sequencing data were analyzed using the TrEMOLO software (v2.2) [24] with some modifications. To detect newly integrated TEs, we employed the OUTSIDER TE detection module with, as a reference, the Dmel_R6.32 reference genome from FlyBase (v.104). Settings parameters for size and identity were set at 80%. The LTR-RTE database was extracted from the collection of reference TEs from Bergman’s laboratory (https://github.com/bergmanlab/transposons). The quality of the reads is presented in Supplementary Table S1. According to [24], the sequencing depths of all libraries (except for that of the nonpolymorphic G0 strain) were estimated to be similar enough to spare us from down sampling the largest ones (Supplementary Table S1). Frequency estimation was conducted using the TE analysis module of TrEMOLO (v2.5), and reads identified as clipped reads by TrEMOLO were excluded from the frequency calculation.

### Annotation of false positive new insertions

The G0F100 library and the other libraries were respectively established with two populations that independently evolved from a shared G0 ancestor strain. Consequently, any insertion found in both the G0F100 and any other library was attributed to the G0 parental genome. This allowed us to annotate as false negative pre-existing insertions those that were likely missed in the low quality G0 parental library, characterized by low coverage and shorter reads. All annotations were performed on the Dmel_R6.32 reference genome from FlyBase (v.104), which contains both annotated euchromatic and mapped heterochromatic regions for all chromosomes (2L, 2R, 3L, 3R, 4, and X). Highly repetitive and unlocalized heterochromatic regions, such as large satellite blocks, were excluded from our analyses due to their ambiguous mapping, which prevents reliable insertion site annotation.

### Annotation of newly integrated LTR-RTEs in piRNA clusters

The piRNA clusters were annotated on the Dmel_R6.32 reference genome using the published database https://www.smallrnagroup.uni-mainz.de/piRNAclusterDB/data/FASTA/Drosophila_melanogaster.piRNAclusters.gtf ). Then a comparison between piRNA cluster coordinates and the LTR-RTE coordinates was used to determine the presence of new insertion in piRNA clusters.

### Small RNA purification and sequencing

Small RNAs from ovaries collected at permissive (25°C) and nonpermissive (20°C) temperature, for Piwi-sKD, were isolated using TraPR ion exchange spin columns (Lexogen, Catalog Nr.128.08). The libraries were performed by MGX-Biocampus Montpellier platform using the NEBNext^®^ Small RNA Library Prep Set for Illumina^®^ from NEB. The sequencing was performed on flow cell SP paired-end 28–90 nt on NOVASEQ 6000 apparatus by MGX. Raw reads were trimmed from their 3′ linkers and loaded on a homemade pipeline available at https://bitbucket.org/blaiseli/pirna-pipeline previously used [20]. Briefly, trimmed reads (18–30 nts in size) were mapped with Bowtie2 [25] using mismatch-tolerant settings to the *D. melanogaster* genome (release 5; dm3) complemented with canonical TEs (*Drosophila* consensus TE sequences taken from https://github.com/cbergman/transposons). Reads were annotated based on their mapping coordinates. Small RNAs mapping on piRNA clusters [26], ovary siRNA clusters [27], TEs or 3′UTR of coding genes (ftp://ftp.flybase.net/), and not to rRNAs or miRNAs were defined. Candidate piRNAs were a subset of the above defined reads with a size between 23 and 30 nucleotides. Candidate piRNAs were mapped again on canonical TE sequences. Data were normalized using the total of piRNA reads.

### Single-molecule inexpensive RNA fluorescence *in situ* hybridization probe preparation

39–48 probes of 20 nucleotides targeting specifically ZAM, gtwin, roo, or copia transcripts were designed using Oligostan script [28]. Primary probes were produced in 96-well plates. For convenience, the oligonucleotides are delivered in Tris-EDTA pH 8.0 (TE) buffer, at final concentration of 100 μM. An equimolar mixture of the different primary probes was prepared and diluted five times in TE buffer to obtain a final concentration of 0.833 μM for each individual probe. Fluorescent-labeled FLAP-X (5′-Cy3/CACT GAG TCC AGC TCG AAA CTT AGG AGG/Cy3-3′) or FLAP-Y (5′-Cy3/AA TGC ATG TCG ACG AGG TCC GAG TGT AA/Cy3-3′) was delivered lyophilized and resuspended in TE buffer at final concentration of 100 μM. The reverse complement of each of these respective sequences was added at the 3′end of each specific probe (Supplementary Table S7). Annealing between specific probes and their respective FLAP was performed as previously described [28] and then diluted in hybridization buffer.

### SmiFISH in ovaries and embryos

Ovaries were dissected in phosphate-buffered saline (PBS)1X and fixed during 20 min in PBS-Triton 0.3% (PBS-Tr) containing 4% formaldehyde. After several washes in PBS-Tr, ovaries were immersed in 100% methanol by successive baths in a PBS-Tr solution containing an increasing percentage of methanol. At this stage, ovaries can be kept in methanol at −20°C for several weeks. Embryos were collected and dechorionated in 2.6% bleach. They were rinsed extensively with water and fixed in 1:1 volume of fixative solution (4% formaldehyde, 60 mM KCl, 150 mM NaCl, 0.5 mM spermidine, 0.15 mM spermine, 2 mM EDTA, 0.5 mM EGTA, and 15 mM PIPES) and heptane for 25 min at room temperature with agitation. Upon removal of the aqueous phase, an equal volume of 100% methanol was added before being vortexed for 1 min. Devitellinized embryos were collected from the methanol phase and then washed three times with 100% methanol. At this stage, embryos can be kept in methanol at −20°C for several weeks. Fixed embryos or ovaries were first washed twice in 50% methanol/50% ethanol for 5 min, rinsed twice in 100% ethanol, and then washed two times in 100% ethanol for 5 min. They were incubated in blocking buffer (PBS 1×, Tween 0.1%, RNAsin, and BSA 0.2 mg/ml in nuclease-free H_2_O) for 1 h (a wash every 15 min) and once in wash buffer (2× SSC, deionized formamide 10%, and H_2_O in nuclease-free H_2_O) before the O/N incubation at 37°C at 350 rpm with smiFISH probes (Supplementary Table S6) and either an anti-Rat Vasa antibody (DHSB, 1:120) or a Guinea Pig traffic jam antibody (gift from D. Godt [29], Toronto, 1: 120) diluted in the hybridization buffer [10% deionized formamide, 2× SSC, 100 mg tRNA, 5% dextran sulfate, 2 mM vanadyl ribonucleoside complex (VRC) (NEB), and 0.2 mg/ml BSA]. Subsequently, embryos/ovaries were washed with a wash buffer twice for 1 h at 37°C and once for 1 h at room temperature. Embryos were transferred in PBS, 0.1% Tween (PBT), and 10% donkey serum, and either Donkey anti Rat Alexa 488 (Molecular Probes) or Donkey anti Guinea Pig Alexa 594 (Molecular Probes) was added at 1:500 dilution. After several washes in PBT and 4,6-diamidino-2-phenylindole (DAPI) staining, embryos/ovaries were mounted in ProLong Gold Antifade mounting medium (Thermo Fisher Scientific). smiFISH coupled with vasa immunostaining was imaged with LSM 880 with SR Airyscan module (Zeiss) using ×40/1.4 NA objective. Airyscan processing was performed using 2D Zen Black v3.2 (Zeiss) prior to analysis. smiFISH coupled with traffic jam immunostaining was imaged with Leica SP8 confocal microscope equipped with ×40/1.4 NA objectives. Image acquisition was done with the following settings: 2048 × 2048 pixels or 1024 × 1024 pixels, 16-bit depth.

### Immunofluorescence on *Drosophila* embryos

We performed double immunostaining on fixed embryos, from a cross between females of the G73 population and males expressing Piwi coupled to GFP [22], with a mouse anti-traffic jam antibody (M. Siomi, NIG-Fly) and a rabbit anti-GFP antibody (Abcam, ab290). Fixed embryos stored in 100% methanol were successively incubated during 15 min in 90/10, 70/30, 50/50, and 30/70 percent methanol/PBT. They were permeabilized with PBS-Tr for 30 min and blocked in a PBS-Tr solution containing 10% NDS (Normal Donkey Serum) for 1 h. Embryos were incubated overnight at 4°C on a rotating wheel with PBSTr-10% NDS containing the two primary antibodies diluted 1:500. After several washes in PBS-Tr, embryos were incubated during 45 min at room temperature with PBS-Tr-10%NDS containing an anti-mouse-Cy5 (Jackson Laboratories, 715.175.150) diluted 1:500 and an anti-rabbit Alexa 488 (Molecular Probes) diluted 1:800. After several washes in PBS-Tr, DNA was counterstained with DAPI, and embryos were mounted in Prolong Antifade medium (Molecular Probes). Immunostaining was imaged with LSM 880 with SR Airyscan module (Zeiss) using ×40/1.4 NA objective. Airyscan processing was performed using 2D Zen Black v3.2 (Zeiss) prior to analysis. Image acquisition was done with the following settings: 2000 × 2000 pixels, 16-bit depth.

### Clustering

Raw data from ModENCODE Chip-seq experiments [30] performed on 0–4 h and 14–16 h AEL embryos (Supplementary Table S6) were analyzed to generate BigWig files using deepTools (v3.5.4.post1) bamcoverage package [31] with default parameters, excluding regions (-bl) identified as blacklisted in dm6 [32]. bigwigAverage from deepTools (v3.5.4.post1) package was then used to average duplicates. Then, the bigwigCompare package from deepTools (v3.5.4.post1) was used to obtain the log2 ratio BigWig file between the Chip-seq averaged BigWig and the Input average BigWig. From this, the enrichment signal of the histone modifications H3K4me3, H3K9ac, H3K27ac, H3K4me1, H3K27me3, and H3K9me3 from 0 to 4 h AEL and H3K4me3, H3K9ac, H3K36me3, H3K27ac, H3K4me1, H3K36me1, H3K27me3, H3K9me2, and H3K9me3 from 14 to 16 h AEL were computed on 5 kb windows across the *D. melanogaster* genome (BDGP6.46) using the computeMatrix Package from deepTools (v3.5.4.post1) with scale-regions mode and the the (–averageTypeBins) option with a 50 bp interval. The clustering of two sets of data was performed using the plotHeatMap package from deepTools (v3.5.4.post1) using the option (–kmeans).

### Distribution of LTR-RTEs insertions relative to genomic features and chromatin states

Using the chromosomal gene and exons annotations of *D. melanogaster* genome (BDGP6.46) available on Ensembl Biomart [33] except for the Y chromosome, we partitioned the genome in three mutually exclusive regions corresponding to exons, introns, and intergenic regions. Exons were already annotated in a bed file [33]. Introns were defined as genomic regions that are present in the gene bed file and which are not in the exon bed file. Intergenic regions are defined as genomic regions that do not overlap with the gene bed file. Using this partition and our annotations of LTR-RTEs insertion sites, we then determined the number of copia, roo, gtwin, and ZAM insertions occurring in these three categories of genomic regions (Supplementary Table S5). To determine whether a specific structure (Intergenic, Intron, and Exon) is enriched or depleted for insertions of each considered LTR-RTE, bilateral binomial statistical tests were performed. To do so, the size of each structure relative to the genome was computed using bedtools genomecov (v2.27.1) [34] default parameters, defining the relative size of intergenic regions (pig = 0.314359), introns (pin = 0.418317), and exons (pex = 0.267325) (Supplementary Table S5). Null hypothesis corresponds to the probability for each LTR-RTE family to be inserted in each defined structure due to its proportion in the genome. We used the Benjamini–Hochberg step up procedure to control the FDR, which is defined as the expected value of the proportion of erroneous rejection of the null hypothesis when conducting multiple comparisons.

As for genomic features, the genomic proportion of each identified cluster was computed using bedtools genomecov (v2.27.1) [34] default parameters (Supplementary Table S5). Significant enrichment or depletion of LTR-RTE insertions in the different chromatin states and clusters were calculated using bilateral binomial statistical test considering the null hypothesis as the probability of insertion in a given state for each LTR-RTE family to be equal to the relative size of this state within the genome. As in the previous part, we used the Benjamini–Hochberg step up procedure to control the FDR.

### Analysis of available ChIP-seq datasets for pioneer transcription factors

Raw ChIP-seq data for pioneer transcription factors (Supplementary Table S6) were processed to generate BigWig files using the bamCoverage tool from the deepTools package (v3.5.4.post1), with default parameters and excluding blacklisted regions in the dm6 genome assembly (-bl option) [32]. Replicate signals from ChIP-seq experiments were then averaged using the bigwigAverage tool from the same deepTools package [34] except for Opa for which an averaged BigWig file was already available. The resulting average BigWig files were converted to BedGraph format using the UCSC bigWigToBedGraph [35]. Peak calling was performed using the bdgpeakcal function from MACS2 package (v2.7.1) [36], with the following parameters: (–cutoff) manually defied; (–min-length) 60 and (–max-gap) set to 150. Overlapping regions between the averaged ChIP-seq bed files and the averaged 2–4 h single-cell ATAC-seq bed file were identified using bedtools intersect (v2.27.1) [34]. The genomic coverage of each region was calculated using bedtools genomecov (v2.27.1), as previously described. To assess whether gtwin insertions were significantly enriched or depleted in specific genomic regions, two-tailed binomial tests were performed. Under the null hypothesis, the probability of insertion in a given region was assumed to be proportional to the relative genomic size of that region (Supplementary Table S9).

### Statistical analysis of available sci-ATAC-seq datasets

Normalized BigWig files (Counts Per Million, CPM) from the previously published sci-ATAC-seq atlas [37] were analyzed based on two criteria: (i) the dataset had to correspond to an identified cell type, and (ii) it had to cover at least 70% of the genome. These BigWig files were processed using the computeMatrix tool in reference-point mode from deepTools (v3.5.4.post1) [31] to compute signal distributions centered on the 101 ZAM and 210 gtwin insertion sites, spanning 2 kb upstream and downstream (4 kb total). Regions were filtered and sorted based on their signal intensity scores. Mean read counts across the 4 kb window were calculated using the (–averageTypeBins) option, with a bin size of 50 bp.

To analyze globally chromatin accessibility throughout the 8-time windows of embryonic development, sci-ATAC-seq signals (200 bp window) centered around ZAM or gtwin insertions were averaged for each defined cluster of each time window. The same technique was applied to 100 randomly selected regions of a 200 bp window. Ratios between the average sci-ATAC-seq ZAM (or gtwin) signals and random ones result in a single data per cluster in a defined time window. Data corresponding to the same time window were used to generate boxplots and statistical analysis.

For the precise analysis of chromatin accessibility profiles in ±2 kb window around gtwin and ZAM insertion sites in 0–2 h embryo clusters, random profiles were used as a control. These profiles were generated by creating 100 replicates, each consisting of averaged profiles computed from 100 randomly selected genomic regions (4 kb windows). Signal matrices for gtwin, ZAM and the random profiles were computed using computeMatrix in reference-point mode, as described above. The plotProfile tool with the (–outFileNameData) option was used to extract the average read count distribution across all selected regions. The final signal matrix, representing the mean profile, was then visualized using plotProfile (deepTools v3.5.4.post1).

To determine the number of gtwin insertions shared between the first four clusters found in the 0–2 h window of embryonic development, bed files containing gtwin insertion positions were created for each cluster as described before and visualized with a Venn Diagram.

To quantify the number of gtwin insertions located in open chromatin regions during the 2–4 h embryonic stage, BigWig files corresponding to the different clusters were averaged using the BigWigAverage tool from the deepTools package (v3.5.4.post1). Bed files were then generated from the resulting averaged BigWig file, following the procedure described above.

### Isolation of embryonic cells and cell sorting by flow cytometry

The embryonic cells were isolated as previously described [38]. Briefly, overnight laid embryos from *vas*::EGFP line [21] were collected at 25°C and dechorionated in 2.6% bleach. Dechorionated embryos (i.e 400 mg) were transferred in a 7 ml of Tenbroeck tissue grinder WHEATON^™^ filled with 6 ml of Schneider’s insect medium for homogenization with two slow strokes before a 700 *× g* centrifugation for 10 min at 4°C. The pellet was resuspended in 4 ml of PBS 1× containing 0.1% of Trypsin-EDTA and incubated at room temperature for 20 min. The addition of 4 ml of ice-cold PBS 1× containing 20% fetal bovine serum (FBS) is sufficient to stop Trypsin reaction before a 700 × *g* centrifugation for 10 min at 4°C. Pellet containing separated embryonic cells was resuspended in Schneider’s insect medium (2 ml) and filtered in a 40 μm mesh before the addition of 1 ml of Schneider’s insect medium. A final filtration in a 20 μm mesh was performed before cell sorting by flow cytometry. Embryonic cellular samples were analyzed using a 4-Laser-V16-B14-R8YG10 Aurora spectral cell sorter (Cytek, Biosciences, USA) to sort GFP-positive primordial germ cells (PGCs) from GFP-negative somatic cells through a measurement of complete fluorescence spectrum of individual cells. GFP signal was determined by a 488 nm excitation line and detected in its full spectrum emission with B1 as peak channel (498–518 nm). A total of 2.5 × 10^5^ events were recorded per sample and analyzed using the SpectroFlo software version 1.2.1 (Cytek, Biosciences USA). To define and sort the target cell populations (GFP-positive cells), three successive steps of gating were applied. First, cells were gated using the two physical parameters FSC and SSC excluding dead cells and debris. Second, doublets were excluded by comparing the width versus the area of SSC and FSC. Finally, FSC dot plot and GFP signal reported as percentage in positive or negative cells were used to gate and sort the two populations. Live cell sorting experiments were performed at 4°C with a 70 μm nozzle that allows sorting at high speed (2 × 10^4^ events per second). Sorted cells were collected into PBS containing 20% FBS prior to a final centrifugation at 700 × *g* at 4°C and a −80°C freezing in DMSO supplemented with FBS.

### ATAC-seq experiments and analysis

ATAC-seq experiments were performed using the ATAC-seq kit from Diagenode (catalog no. C01080002). Input material was between 100 000 to 130 000 cryopreserved PGCs (GFP-positive) cells isolated from whole embryos. Tagmentated DNA was amplified by PCR using 13 cycles and the purified DNA libraries were sequenced (paired-end sequencing 150 bp, roughly 2 Gb per sample) by Novogene (https://en.novogene.com/). ATAC-seq were performed in duplicates, following Encode’s standards (https://www.encodeproject.org/atac-seq/#standards). After initial quality checks of the sequencing data from the PGC (GFP-positive cells) and the somatic cells (GFP-negative cells) using FastQC (v0.12.1), the adapters (CTGTCTCTTATACACATCTNNNNNNNN) were trimmed using cutadapt (v4.2). Cleared reads were aligned to the *Drosophila* genome (Dmel_R6.32 release) using bowtie2 (v2.5.1). Duplicate alignments were removed using the fixmate and markdup packages of samtools (v1.17). The read coverage normalized by RPKM (–normalizeUsing) were computed using bamCoverage package from deepTools (v3.5.4.post1) with default parameters, excluding regions (-bl) identified as blacklisted in dm6. Chromatin accessibility averages for the duplicates were calculated using the bigwigAverage tool from deepTools package (v3.5.4.post1) to generate an averaged bedgraph. The chromatin accessibility in a region spanning 2-kb upstream and downstream of ZAM insertions and 100 random genomic positions were computed with the ComputeMatrix package from deepTools (v3.5.4.post1) as described above. The mean signal obtained from the duplicate was then computed using Matlab (R2024). To perform a peak calling, the BigWig files were converted into BedGraph files using USCS tool bigWigToBedGraph [35]. 

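The peak lists deposited by the authors give for each ATAC-seq peak its start, end and summit, and the height of the averaged RPKM coverage at the summit. On chromosomes 2L, 2R, 3L, 3R, 4 and X of release 6 (dm6), every peak width was a multiple of 50 bp. Peaks of primordial germ cells (PGCs) were 50 to 6100 bp wide with a median of 150 bp, and 4809 of them (24.7%) were 50 bp wide. Peaks of somatic cells were 50 to 10800 bp wide with the same median, and 5760 of them (33.1%) were 50 bp wide. Neighbouring peaks were at least 200 bp apart in both lists. The lowest peak reached 50 RPKM in both lists, while the median height was 62.1 RPKM in PGCs and 56.9 RPKM in somatic cells. The 1951 highest peaks lay at or above 143.2 RPKM in PGCs and the 1742 highest at or above 82.6 RPKM in somatic cells, so that more of the somatic peaks were close to the lowest height. The highest peak reached 1742 RPKM in PGCs and 4372 RPKM in somatic cells.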

The peak calling was then computed using macs2 (v2.2.7.1) bdgpeakcall package [36] with the following parameters: (–cutoff) manually set; (–min-length) 60 and (–max-gap) 150. The bedtool subtract package [34] was used to identify the genomic regions that are only open in the PGC (GFP-positive) cells using the bed file generated using the sequencing of the somatic cells (GFP-negative). To determine the number of gtwin insertions shared between the first four clusters found in the 0–2 h window of embryonic development and the PGC, bed files were created as described before and visualized with a Venn Diagram (Supplementary Table S8).

### Statistical analyses and visualization

Statistics and data visualization were performed using the ggplot2 (v3.4.3) and eulerr (v7.0.2) libraries (https://ggplot2.tidyverse.org) on R (v4.3.1) (https://www.R-project.org/) and Matlab (R2024).

## Results

### Four LTR-RTEs exhibit transcriptional and insertional activity across successive generations

Our previous qPCR analysis suggested a progressive genomic copy number increase of two LTR-RTEs, ZAM and gtwin, after 30, 41, and 72 successive generations of conditional piwi-sKD (i.e G30, G41, and G72) [20]. For these experiments, genomic DNA was extracted from second filial generation (F2) embryos laid by flies reared at a nonpermissive temperature (20°C), which allows somatic Piwi expression, while their grandparents had been exposed to a permissive (25°C) that impairs Piwi expression (Supplementary Fig. S1) [20]. In the present study, we employed long-read genomic sequencing to provide a comprehensive analysis of LTR-RTE genomic insertions. Genomic DNA was extracted from 100 adult males of F2 progenies from the G11, G31, or G73 populations (Fig. 1A and Supplementary Table S1). Additionally, we sequenced the genome of the original G0 strain, and a G0-derived strain that had been maintained at 20°C for 100 generations (G0F100).

**Figure 1.**
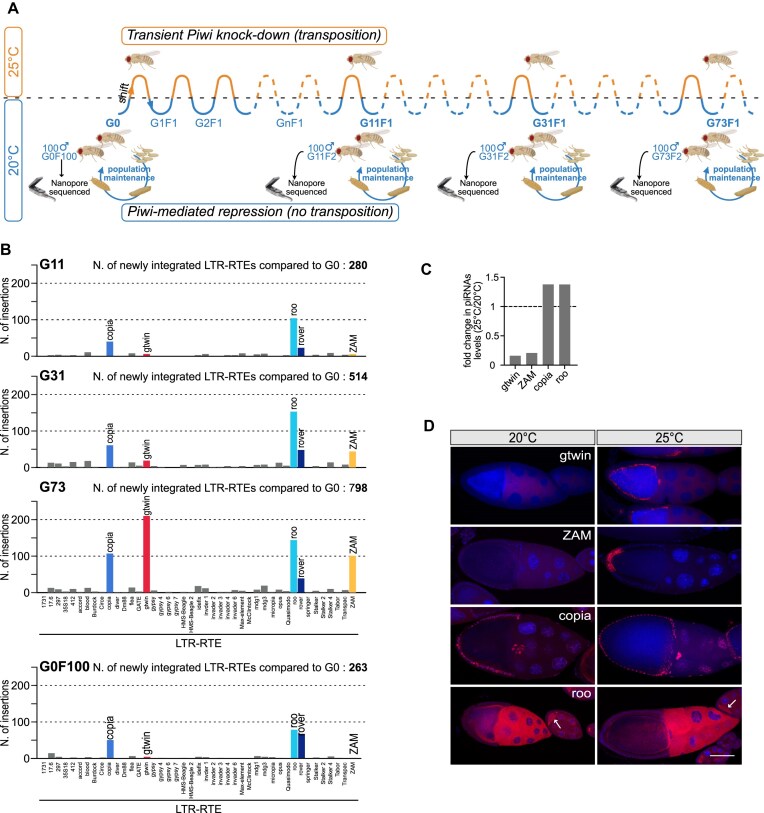
Four LTR-RTEs exhibit transcriptional and insertional activity across successive generations. (**A**) Schematic representation of the temperature change from 20°C to 25°C applied to adult flies for 5 days at each generation to induce a transient somatic knockdown of Piwi (Piwi-sKD) followed by constant maintenance at 20°C until the next generation. G0F100 corresponds to a sub-population of the initial G0 parental strain that was constantly kept at 20°C for 100 generations. During the successive Piwi-sKDs, three large populations corresponding to the offsprings of flies at generations 11, 31, and 73 (G11F1, G31F1, and G73F1) were isolated and kept at 20°C. The offsprings of these isolated populations (G11F2, G31F2, and G73F2) were raised at 20°C and were sequenced using Nanopore technology. Created in BioRender. MUGAT, B. (2025) https://BioRender.com/9rpicr9. (**B**) Quantification of the new LTR-RTE insertions annotated in G11F2, G31F2, and G73F2 and in the control population G0F100, as compared to the initial parental G0 strain. Total number of newly integrated LTR-RTEs is indicated for each generation in bold at the top of each chart. (**C**) Bar plots showing the fold change in antisense piRNA reads, normalized to the total piRNA reads, in Piwi-sKD ovaries (25°C) compared to control ovaries (20°C) for the four LTR-RTEs (gtwin, ZAM, copia, and roo). (**D**) Representative images of stage 10 ovarian expression patterns obtained for gtwin, ZAM, copia, and roo LTR-RTEs by smiFISH (in red) at the nonpermissive temperature, 20°C, or after 5 days at the permissive temperature, 25°C (Piwi-sKD). DNA was stained with 4,6-diamidino-2-phenylindole (DAPI; blue). Bar represents 50 μm.

To annotate LTR-RTE genomic insertions, we employed the TrEMOLO method, recently developed by our group [24]. Comparisons of annotated insertions for G11, G31, G73, with the parental G0 strain revealed 280, 514, and 798 novel LTR-RTE insertions, respectively, spanning 43 distinct LTR-RTE families (Fig. 1B and Supplementary Table S2). Notably, the number of genomic insertions of ZAM and gtwin increased significantly and constantly from G11 to G73 (Fig. 1B), which is in line with our previous findings [20]. The number of copia insertions also increased but at a slower rate compared to ZAM and gtwin. Insertions of roo and rover increased between G11 and G31 but remained relatively stable thereafter (Fig. 1B and Supplementary Table S2). Interestingly, the number of insertions for copia, roo, and rover also increased in the G0F100 strain, which was continuously reared at 20°C. This observation suggests that these three families can transpose spontaneously at 20°C in our strain, in the absence of any piwi-sKD treatment applied to the grandparents of the sequenced F2 males (Fig. 1B).

Some of these spontaneous insertions may have occurred during the development of these males, raised at 20°C, possibly in their somatic cells. The case of rover supports this hypothesis, as the frequency of new rover insertions remained consistently very low (Supplementary Table S3), and no evidence of vertical transmission was observed. Indeed, unlike certain copia and roo insertions that were shared between small samples of sequenced genomes and likely represent germline-inherited insertions, no single rover insertion was detected at the same genomic position in at least two samples (Supplementary Table S4). Based on these data, we concluded that ZAM, gtwin, roo, and copia produced new germinal insertions that were vertically transmitted to the analyzed males.

To confirm the induced derepression of ZAM and gtwin and the spontaneous expression of copia and roo under piwi-sKD conditions, we analyzed the impact of piwi-sKD on piRNA levels in fly samples. We hypothesized that under permissive conditions for piwi-sKD, not only would Piwi levels decrease, as previously shown [20], but the levels of antisense piRNAs targeting the induced families (ZAM and gtwin) would also be reduced, while those targeting the noninduced families (copia and roo) would remain unaffected. To test this, we performed small RNA sequencing to compare antisense piRNA levels against these four families in G0F100 ovaries under permissive 25°C and nonpermissive 20°C conditions. We observed that the levels of copia and roo piRNAs were slighty increased after Piwi depletion for unknown reasons. In contrast, the levels of ZAM and gtwin piRNAs were drastically reduced by 5- and 6-fold, respectively (Fig. 1C).

We next conducted single-molecule inexpensive fluorescent *in situ* RNA hybridization (smiRNA-FISH) to examine LTR-RTE expression levels in the ovaries at 20°C and 25°C (Fig. 1D). Interestingly, our analysis revealed that roo and copia transcripts were detected in the ovaries regardless of temperature (Fig. 1D). The roo transcripts accumulated in the oocyte cytoplasm at both temperatures, as it has been previously observed for transcripts of the LINE-RTE I-element [39, 40]. The copia transcripts were detected in the nuclei of the follicle cells. Contrary to roo and copia, ZAM and gtwin are clearly not expressed in the ovaries at 20°C but start to express in the follicle cells of the ovaries at 25°C when Piwi is depleted (Fig. 1D). ZAM expression is restricted to the posterior follicle cells as previously reported [15, 41], whereas gtwin seems to have a broader expression pattern throughout the follicle epithelium (Fig. 1D). Overall, our approach enabled us to accumulate a substantial number of new germline insertions for four actively transposing LTR-RTEs (ZAM, gtwin, roo, and copia) and to observe that each appears to occupy a distinct expression niche within the ovary.

### Distinct chromatin niches for genomic insertions of four LTR-RTEs

We next investigated potential biases in the genomic insertion sites of the four LTR-RTEs. For this analysis, we selected the G73 sequence dataset due to its higher number of insertions compared to other datasets. Since we worked with large populations of flies harboring polymorphic LTR-RTEs insertions, selection could have favored the survival of individuals with beneficial insertions, potentially at the expense of those with neutral or deleterious ones. To test for evidence of positive selection, we first estimated the frequency of each new insertion in the G73 population using our long-read-sequencing data. Our analysis revealed that most insertions were segregating at low frequencies in the population (Supplementary Fig. S2A). Of note, two insertions—one from roo and another from copia—appear to have undergone positive selection, as their frequencies have reached ∼50% in the population. The elevated frequency of these insertions make them strong candidates for further investigation. We then focused on another indication of potential positive selection: the integration of LTR-RTE into piRNA clusters. Indeed, among the new insertions, those occurring in piRNA clusters are of particular interest, as these regions are known to act as sources of piRNAs [26]. Such insertions are expected to influence the piRNA population, favoring the production of piRNAs that silence the expression of the corresponding TE [42]. However, as shown in Supplementary Fig. S2B, none of the 17 new insertions identified in annotated piRNA clusters appeared significantly more frequent than the others (Supplementary Fig. S2C). Altogether, no or few beneficial mutations caused by recent insertions were detected.

Moreover, purifying selection is also known to be stronger against insertions into genes, and even more into coding sequences, than into intergenic regions [43–46]. To determine the distribution of newly integrated LTR-RTEs, we partitioned the *D. melanogaster* genome into intergenic, intronic, and exonic regions, and quantified the number of LTR-RTE insertions within each category (Fig. 2A). As a reference, “expected” values correspond to the proportional sizes of these three genomic bins (Supplementary Table S5). The number of LTR-RTE insertions in the G73 dataset was then distributed according to these proportions. For example, the “observed” number of intronic insertions for gtwin slightly but significantly exceeded the “expected” values, whereas the “observed” number of exonic insertions was somewhat lower than the “expected” one, although this difference was not statistically significant. These trends were slightly more pronounced for the other three LTR-RTEs, likely because their insertions occured, on average, before those of gtwin and have therefore been subjected to purifying selection for a longer period. However, the degree of exonic depletion observed here was always much lower than what has been reported for much older germline insertions that have undergone extended periods of purifying selection in natural populations [44]. Instead, the observed patterns in our G73 dataset were more reminiscent of those of recent insertions that would not have yet been totally eliminated by purifying selection [17].

**Figure 2.**
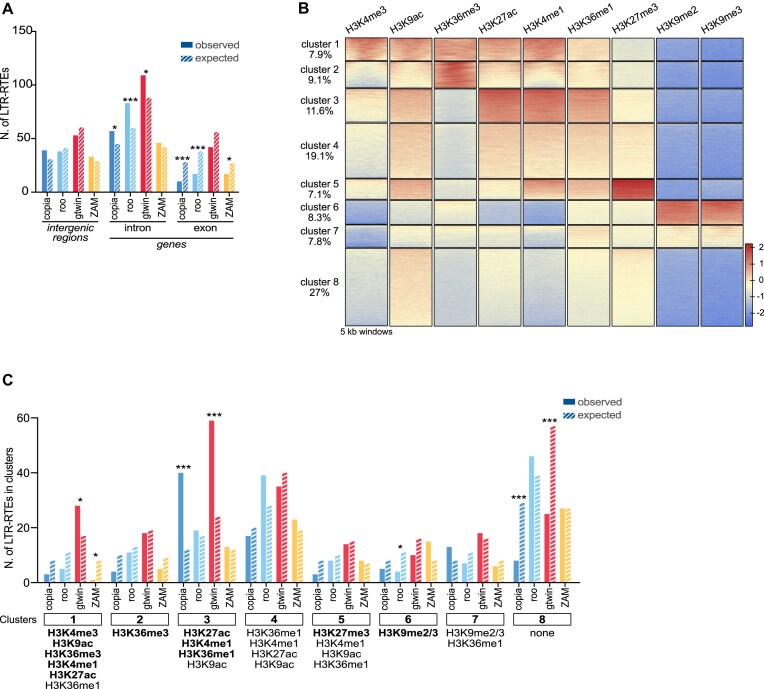
Each LTR-RTE species has its own specific chromatin domain preferences for genomic integration. (**A**) Bar plots showing the observed (filled bars) and expected (dashed bars) numbers of new LTR-RTE insertions in the intergenic, intronic, and exonic regions of the genome. Expected values were calculated based on the proportional size of each genomic region (Supplementary Table S5) and the total number of new insertions identified for each LTR-RTE species. Statistical significance was assessed using binomial tests corrected with the Benjamini–Hochberg procedure to control the FDR; *P*-values: * < 0.05, *** < 0.001. (**B**) Heatmap illustrating genome-wide clustering of nine post-translational histone modifications based on ChIP-seq data from 14 to 16 h *Drosophila* embryos, segmented into nonoverlapping 5 kb genomic bins. This analysis identified eight distinct clusters, each representing a defined proportion of the genome (indicated on the left). The intensity of ChIP-seq signal for each histone modification is displayed using a color gradient (shown at the bottom right) with red indicating an enrichment and blue indicating a depletion. (**C**) Bar plots displaying the observed (filled bars) and expected (dashed bars) numbers of LTR-RTE insertions for each species in each cluster, as defined in panel (B). Expected values were calculated similarly as in panel (A) considering the genomic proportion of each chromatin cluster (Supplementary Table S5). Statistical significances (*P*-values) were calculated using binomial tests corrected by the Benjamini–Hochberg step up procedure to control the FDR; *P*-value: * <0.05, ** <0.005, *** <0.001.

Therefore, despite the filtering effects of natural selection, most of the recent insertions remain detectable. Accordingly, we investigated whether specific chromatin landscapes could impact the insertion site choice for each of the four LTR-RTEs. As a first approach, we used available chromatin immunoprecipitation sequencing (ChIP-seq) datasets from 0 to 4 h after-egg-laying (AEL) embryos, provided by ModEncode (Supplementary Table S6), to partition the genome into distinct chromatin clusters based on epigenetic features. This genome-wide partitionning was performed across 5 kb windows, following previously established methods in S2 cells [47]. However, as shown in Supplementary Fig. S3, the epigenetic profiles at this early embryonic stage did not allow a clear separation between active and repressive chromatin domains. These observations are consistent with previous studies showing that chromatin architecture is emerging progressively during embryogenesis, evolving from an initially unstructured state to more defined domains as development progresses [48, 49]. In line with this, using ModEncode ChIP-seq datasets from 14 to 16 h AEL embryos (Supplementary Table S6), we could clearly partition the genome into 8 distinct clusters, each defined by unique epigenetic profiles (Fig. 2B). The improved chromatin resolution observed at 14–16 h AEL provided a robust framework for an accurate analysis of LTR-RTE insertion site preferences. The G73 insertions of the four LTR-RTEs were annotated and distributed in the eight distinct clusters. The significance of their respective distributions was calculated based on the exact number of insertions expected for each LTR-RTE from the proportion of the genome occupied by each of these eight chromatin clusters (Supplementary Table S5).

The four LTR-RTEs were detected across all clusters; however, significant enrichment was observed in clusters 1–4 (Fig. 2C). These clusters are characterized by histone marks commonly associated with open chromatin, including H3K4me1, H3K9ac, and H3K27ac. Notably, each LTR-RTE exhibited a distinct distribution pattern. Gtwin showed pronounced enrichment in clusters 1 and 3, while copia displayed marked enrichment in cluster 3. In contrast, roo and ZAM displayed a weak preference for cluster 4. Overall, this analysis reveals some partitioning of the open chromatin genomic compartment into distinct LTR-RTE-specific niches.

### Gtwin and ZAM exhibit distinct timing of genomic insertion during embryogenesis

To investigate the timing of the LTR-RTE genomic insertions during development, we focused on the sequences of events from oogenesis to embryogenesis. Oocytes undergo meiosis and arrest at metaphase I during the final stages of oogenesis. Upon ovulation, the oocytes are released into the oviduct, where they become activated [50] (Fig. 3A). This activation involves resumption of meiosis, fertilization, and initiation of embryogenesis. Previous studies have shown that gypsy/mdg4, an infectious, enveloped LTR-RTE belonging to the Gypsy clade, is expressed in follicular cells during oogenesis. However, its insertion into the germline genome occurs later, during embryogenesis [51]. This ability of gypsy/mdg4 to transpose in the embryo has been leveraged to design a quantitative assay of gypsy/mdg4 mobilization [52]. Given these prior findings, and the facts that both gtwin and ZAM are enveloped similarly to gypsy/mdg4, we hypothesized that integration of gtwin and ZAM may also occur during embryogenesis. To test this hypothesis, we sought to determine the specific stage of embryonic development during which gtwin and ZAM insertions occur. To this end, we reanalyzed single-cell ATAC-seq (sci-ATAC-seq) data from embryos spanning 0–16 h AEL [37]. We calculated the average chromatin accessibility within a 200 bp window centered on the gtwin or ZAM insertion sites, normalizing these values to signals from 100 randomly selected genomic regions. Our analysis revealed significant enrichment of gtwin insertion sites in open chromatin across all studied time windows, including the 14–16 h AEL window (Fig. 3B), which is consistent with our previous analysis performed on 14–16 h whole embryos (Fig. 2B and C). This analysis further shows that gtwin insertions are also enriched in open chromatin as early as the 0–2 h AEL window (Fig. 3B). For ZAM insertion sites, chromatin accessibility was consistently lower than that of gtwin across all time windows. However, accessibility slowly increased throughout embryogenesis, reaching a 1.1- to 1.2-fold increase during the 10–16 h AEL window (Fig. 3B). At this stage, PGCs are specified (Fig. 3A), suggesting that ZAM integration may occur in PGCs. To investigate this possibility, we performed ATAC-seq experiments on purified PGCs.

**Figure 3.**
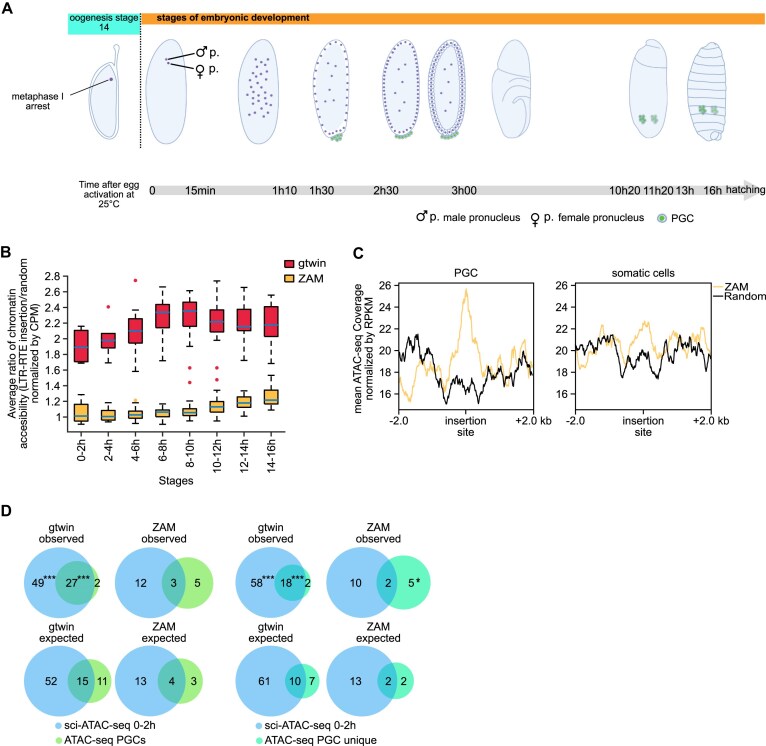
Differential timing of integration during embryogenesis. (**A**) Schematic representation of the last stage of oogenesis containing the arrested oocyte in metaphase I and the different stages of *Drosophila* embryonic development before hatching. Time AEL is indicated at the bottom. PGCs are in green. (**B**) Boxplots representing the temporal kinetics of the average chromatin accessibility around gtwin (red) and ZAM (orange) insertions, relative to random profiles normalized by CPMs uniquely mapping reads. For each time window, the ratio of accessibility is defined as the average sci-ATAC-seq signal of the 200 bp windows centered on LTR-RTE insertions for each defined cluster (at each time window) divided by the average signal obtained for 100 randomly selected 200 bp windows in the same cluster. (**C**) Metaplots showing mean ATAC-seq signals within 4 kb windows centered on 101 *ZAM* insertion sites (yellow) and 100 random insertion sites (black). The signals are averaged from two replicates and normalized by coverage (RPKM: Reads Per Kilobase of transcript per Million mapped reads). The left panel shows data from PGCs, while the right panel displays data from somatic cells, both sorted out of overnight embryos. (**D**) Venn diagrams illustrating the distribution of observed (top) and expected (bottom) gtwin or ZAM insertions in the chromatin accessibility domains detected in 0–2 h embryos (sci-ATAC-seq pooled data, in blue) and in PGCs of late embryos (ATAC-seq, in green). The numbers are those of the insertions that are within stage-specific ATAC-seq peaks as well as those that are located in chromatin domains that are accessible at both stages of embryonic development (overlaps). The right panels (PGC unique) are missing those ATAC-seq PGC peaks that are also present in the somatic cells of the corresponding late embryos. The expected values are based on random distribution, adjusted to the size of each defined regions in the whole genome (Supplementary Table S8). Significant enrichments in the observed insertions are indicated with asterisks. *P*-value: * <0.05, *** <0.001.

Using a *Drosophila* strain expressing GFP-Vasa [21], we separated GFP-positive PGCs and GFP-negative somatic cells from overnight egg collection by fluorescence-activated cell sorting (FACS) [38]. 

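ATAC-seq marks open chromatin with a transposase that cuts and tags DNA where it is accessible, so that sequenced fragments accumulate over accessible regions. PGCs and somatic cells were each profiled in 2 replicates, from embryos laid overnight at 25°C. The paper states paired-end reads of 150 bp and roughly 2 Gb of sequence per sample. The authors aligned the reads to the Dmel_R6.32 release of the genome, removed duplicates, computed RPKM coverage outside blacklisted regions, averaged both replicates of a cell type and called peaks on the average. The lists they deposited are named as made from uniquely mapping reads. They hold 21357 peaks for PGCs and 19319 peaks for somatic cells. The 19504 PGC peaks and 17411 somatic peaks on chromosomes 2L, 2R, 3L, 3R, 4 and X were analyzed, and 1853 and 1908 peaks on Y and on unplaced sequences were left out. The number of reads behind a peak is unknown, because the lists give heights and not counts. Each list is an average of both replicates, so no spread between replicates can be given and no difference between the cell types was tested. Peak heights were not tested between the lists, since the heights of separate lists need not be on one scale. Binomial intervals on shares of peaks or genes are exact 95% Clopper-Pearson intervals and cover counting error only.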

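As a check of the sort, peaks were looked up at genes expressed in germ cells or in somatic tissues. All 11 germline genes (vas, nos, pgc, ovo, otu, aub, zpg, stil, tej, AGO3 and krimp) had a PGC peak within 500 bp of an annotated transcription start site, and 4 of them had a somatic peak (36.4%, interval 10.9 to 69.2%). Random lists of 11 genes drawn from 13945 protein-coding genes had a median of 6 genes with a PGC peak and 3 with a somatic peak, and 0.05% of 10000 such lists had 11 with a PGC peak, while 46% had at least 4 with a somatic peak. The 4 germline genes with a somatic peak were nos (54.4 RPKM), zpg (54.0 RPKM), stil (54.4 RPKM) and tej (52.4 RPKM). Of 20 genes expressed in somatic tissues, 17 had a PGC peak and 17 had a somatic peak, against medians of 10 and 6 in random lists of 20 genes. At least 17 genes with a PGC peak were found in 0.29% of these lists and at least 17 with a somatic peak in none. The highest PGC peaks at somatic genes, 742.3 RPKM at trh and 598.8 RPKM at wg, exceeded the highest at a germline gene, 158.1 RPKM at nos. High PGC peaks were thus not limited to germline genes. The highest somatic peaks at trh and wg were lower, at 237.3 and 207.4 RPKM. At Mef2 and GATAe the somatic peak was the higher one (165.6 against 152.6 and 70.1 against 51.3 RPKM). Since both lists start at 50 RPKM, a lower scale of the somatic list could alone leave a germline gene without a somatic peak. Both genes of the somatic gonad, tj and eya, had a PGC peak, and eya alone had a somatic peak; within 1000 bp of a start site both had one. The count that moved most with the distance allowed was that of germline genes with a somatic peak, which reached 8 when peaks anywhere in the gene body or within 1000 bp of it were counted.
The vas gene (FBgn0283442), whose protein carries GFP in the sorted strain, lies on the forward strand of 2L from 15061656 to 15074311 (dm6). A PGC peak of 69.8 RPKM covered its start site from 15061551 to 15061700, and another of 70.7 RPKM lay in its first intron from 15062101 to 15062350. Neither position had a somatic peak. The peaks found in both lists at this locus, given below, were lower in the somatic list. Somatic signal under the cutoff at these positions therefore cannot be excluded. The highest of the 3 PGC peaks near the start site, 157.6 RPKM from 15060651 to 15061250, lies upstream and covers the start site of the neighbouring gene TfIIS at 15060757. A somatic peak of 62.7 RPKM lay under it from 15060701 to 15060850, more than 500 bp from the start site of vas. Both lists also had a peak further inside the same intron, over an exon of the gene vig on the other strand. It spanned 15067801 to 15068200 with 158.1 RPKM in PGCs and 15067901 to 15068100 with 95.7 RPKM in somatic cells. A somatic peak of 50 RPKM lay in an exon of vas and the overlapping gene solo, from 15068751 to 15068800, where the PGC list had none, and a PGC peak of 58.8 RPKM lay over an exon of vig from 15067001 to 15067050, where the somatic list had none. Any vas sequence in the transgene of the sorted strain would align to the same places.

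**Figure D1:**
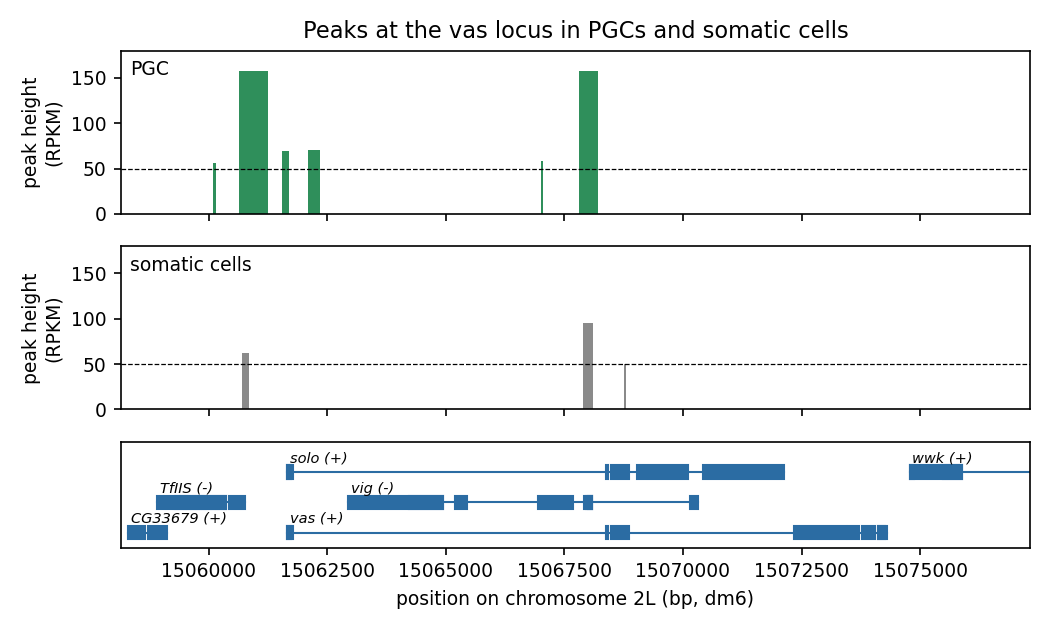
Peaks at the vas locus on chromosome 2L (dm6) in PGCs (green) and somatic cells (grey), drawn over their width with their height in RPKM; the dashed line marks 50 RPKM, the lowest height in either list, and the lower panel shows genes with exons as boxes. The peaks of 69.8 and 70.7 RPKM at the start site and in the first intron of vas appear in the PGC list only. Peaks found in both lists here are lower in the somatic list, so somatic signal under 50 RPKM cannot be excluded.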

ATAC-seq was performed in duplicate for both cell types. We then analyzed the averaged ATAC-seq signals within a 4 kb window centered on 101 ZAM insertion sites and compared these profiles to 100 randomly selected 4 kb genomic regions in the same cell types. As expected, the averaged ATAC-seq profiles showed a distinct peak centered on the ZAM insertion site, with the signal being more pronounced in PGCs than in somatic cells (Fig. 3C). This observation indicates that ZAM insertion sites are associated with open chromatin domains that are more specific to PGCs than to somatic cells. Taken together, these findings suggest that the accessibility profiles of gtwin and ZAM insertion sites differ during embryonic development.

To confirm our observations, we investigated whether the number of ZAM and gtwin insertions was significantly enriched into open chromatin regions in early embryos (0–2 h AEL) or late PGCs. 

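Open chromatin called in PGCs covered 5620900 bp, or 4.198% of the 133880608 bp of chromosomes 2L, 2R, 3L, 3R, 4 and X. In somatic cells it covered 3925250 bp, or 2.93%. After the bases under somatic peaks were removed from the PGC peaks with bedtools subtract, 3565800 bp remained, or 2.66%. At these shares, chance would place 4.24 of the paper's 101 ZAM insertions and 8.82 of its 210 gtwin insertions in PGC open chromatin. In the part of it without a called somatic peak, chance would place 2.69 ZAM insertions and 5.59 gtwin insertions. The choice that moved these sizes most was the rule of subtraction. When every PGC peak that overlapped a somatic peak by at least 1 bp was removed whole, 1.55% of the genome remained, with 1.57 ZAM insertions and 3.26 gtwin insertions expected.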

The expected values were calculated based on the relative size of open chromatin regions identified in the two experiments described above, compared to the whole genome (Supplementary Table S8). Insertions were then classified into three categories: embryo-specific open chromatins, PGC-specific open chromatins, and regions shared by both (Fig. 3D). Gtwin insertions were found to be significantly enriched in embryo-specific and shared open chromatin regions, while the ZAM insertions were predominantly located in PGC-specific open chromatin regions (Fig. 3D, left panels). 

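The positions of the insertions were not used here, so the paper's observed numbers were set against the sizes re-derived from the peak lists. By the paper's Supplementary Table S8, 29 gtwin insertions lie in PGC open chromatin, 27 of them in regions shared with early embryos and 2 in PGC-specific regions. They are 13.8% of all gtwin insertions (exact 95% binomial interval 9.45 to 19.2%), 3.29 times the number expected from size (two-sided exact binomial test, p = 2.22e-08, adjusted p = 8.89e-08 with Benjamini-Hochberg adjustment over 4 tests). For ZAM the paper gives 8 insertions in PGC open chromatin, 3 in shared regions and 5 in PGC-specific ones, beside 9 in embryo-specific regions. They are 7.92% of all ZAM insertions (interval 3.48 to 15.0%), 1.89 times the expected number, and this enrichment did not pass 0.05 (two-sided exact binomial test, p = 0.0757, adjusted p = 0.0757). Of the other genomes used as the denominator, the whole reference assembly moved the ZAM ratio most, to 1.73 (two-sided exact binomial test, adjusted p = 0.144). The observed number was not recounted for it, and the paper left unlocalized heterochromatin out of its insertions. In PGC-specific regions alone, the paper's reported adjusted p is 0.134952 for ZAM and 0.595270 for gtwin. These tests count all insertions against the whole genome. When only the paper's insertions in any open chromatin (17 for ZAM, 78 for gtwin) were shared out between PGC and other open regions by size, a setting chosen after seeing the data, the gtwin number was 1.12 times and the ZAM number 1.42 times the expected one, and neither passed 0.05 (two-sided exact binomial tests, adjusted p = 0.495 for both). Whether the enrichments of the gtwin and ZAM families differ was not tested. The split between PGC-specific and shared regions depends on sci-ATAC-seq peaks of early embryos, which were not analyzed here.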

To refine this analysis, we isolated the PGC-specific chromatin accessibility profile (ATAC-seq PGC unique) by subtracting the ATAC-seq signal of GFP-negative somatic cells from the PGC signal of late embryos (Supplementary Table S8). This revealed that a subset of ZAM insertions were specific to late embryonic PGCs, whereas gtwin insertions were more enriched in the earlier developmental window (Fig. 3D, right panels). These findings indicate that gtwin and ZAM genomic insertions occur at distinct stages of embryogenesis.

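Of the PGC peaks, 7667 overlapped a somatic peak by at least 1 bp (39.3%, interval 38.6 to 40.0%) and 11837 did not. When the PGC peaks were placed at random within their chromosomes 100 times, 6.19 to 6.94% overlapped. Of the somatic peaks, 8000 overlapped a PGC peak (45.9%, interval 45.2 to 46.7%), against 6.89 to 7.82% at random. With a reciprocal overlap of at least 50%, the setting that moved these shares most, 18.1% of PGC peaks and 20.3% of somatic peaks were shared. The overlap fell with peak height, and so did the width of the peaks, which raises the chance of meeting a peak of the other list. It was 87.6% among the highest PGC peaks, which had a median width of 750 bp and overlapped in 12.5% of cases when placed at random, and 17.4% among the 1950 lowest, with a median width of 50 bp and 3.92% at random. Among somatic peaks it was 96.6% for the highest (550 bp, 13.2% at random) and 20.2% for the 1741 lowest (50 bp, 5.05% at random).
The subtraction removed 2055100 bp and left 63.4% of the PGC open chromatin as 19732 pieces with a median length of 100 bp. The 11837 PGC peaks without a somatic peak make up 2076350 bp, or 58.2% of the bases that were left. The other 7895 pieces, 1489450 bp or 41.8%, are flanks of PGC peaks whose remaining bases are also open in somatic cells. PGC peaks that overlapped a somatic peak had a median width of 300 bp, the somatic peaks they met 200 bp, and PGC peaks without overlap 100 bp. Of all pieces, 6266 were shorter than 60 bp.

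**Figure D2:**
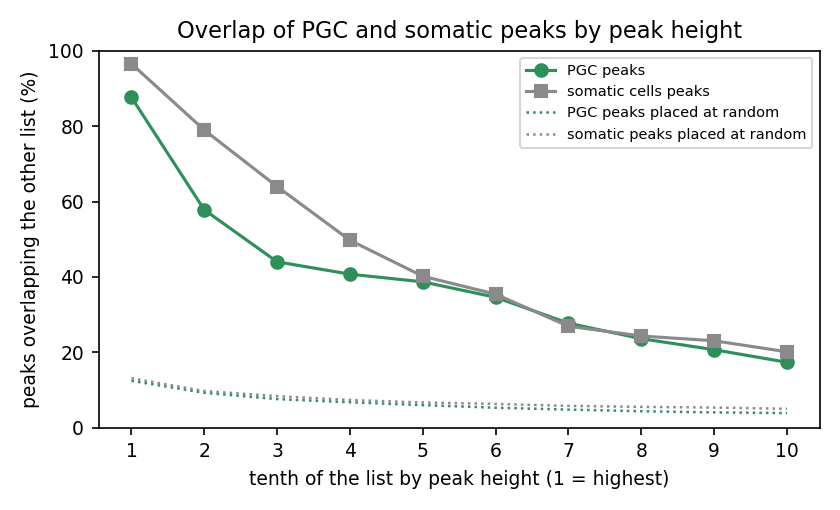
Percent of PGC peaks (green circles) and somatic peaks (grey squares) that overlap a peak of the other list by at least 1 bp, for each of 10 equal groups of a list ordered by peak height, 1 being the highest; dotted lines give the mean of 100 random placements of the same peaks. Wider peaks among the highest raise the random level, which stays at or below 13.2%. The overlap falls from 87.6 to 17.4% in PGCs and from 96.6 to 20.2% in somatic cells.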

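By the paper's Supplementary Table S8, 7 ZAM insertions lie in PGC-unique open chromatin, 5 of them in regions not open in early embryos. They are 6.93% of all ZAM insertions (exact 95% binomial interval 2.83 to 13.8%), 2.60 times the number expected from the re-derived size (two-sided exact binomial test, p = 0.0186, adjusted p = 0.0249). For gtwin the paper gives 20 insertions, of which 18 are in regions shared with early embryos and 2 are not. They are 9.52% of all gtwin insertions (interval 5.91 to 14.3%), 3.58 times the expected number (two-sided exact binomial test, p = 1.14e-06, adjusted p = 2.27e-06). The intervals of both families overlap, and the difference between them was not tested. Shared out by size among insertions in any open chromatin, the setting chosen after seeing the data, the ZAM number was 1.86 times and the gtwin number 1.16 times the expected one, and neither passed 0.05 (two-sided exact binomial tests, adjusted p = 0.304 and 0.495). In the regions not open in early embryos, the paper's reported adjusted p is 0.020664 for ZAM and 1 for gtwin. The paper points to a subset of ZAM insertions in regions open only in late PGCs and to the enrichment of gtwin in the earlier window. It reads them as pointing to insertion of the families at different embryonic stages. Its Discussion leaves open that some ZAM particles integrated early, into closed chromatin that opened later in PGCs.

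**Figure D3:**
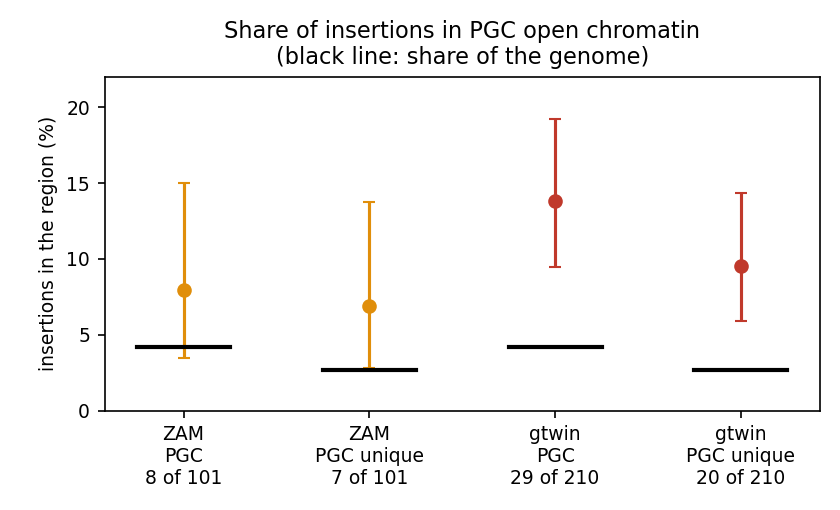
Share of ZAM (orange) and gtwin (red) insertions in PGC and PGC-unique open chromatin, in percent of all insertions of the family, with exact 95% binomial intervals; observed numbers are the paper's, and each black line is the share of the genome re-derived from the peak lists. The interval of ZAM in all PGC open chromatin, 3.48 to 15.0%, reaches below the line, and the other 3 intervals lie above it.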

### Gtwin preferentially inserts into the open chromatin before cellularization, independently of pioneer factors

To better define the timing of gtwin insertion in open chromatin at the very early stage of embryonic development (0–2 h AEL), we decided to analyze chromatin accessibility around gtwin insertions within the four nuclei clusters previously defined by their distinct ATAC-seq profiles [37]. For each cluster, we found that the average chromatin accessibility was enriched within ±2 kb windows centered on gtwin insertion sites, as compared to either random sites or ZAM insertion sites (Fig. 4A). Interestingly, among the 76 gtwin insertion sites found in sci-ATAC-positive regions (Fig. 3D) and analyzed here, 25 of them were shared between the four clusters (instead of 14 expected by chance) (Fig. 4B, upper and lower panel, respectively), suggesting that at least some gtwin insertions might have occurred even before the specification of these four clusters. Altogether our results show that gtwin insertion may occur at the early stage of embryogenesis, before cellularization.

**Figure 4.**
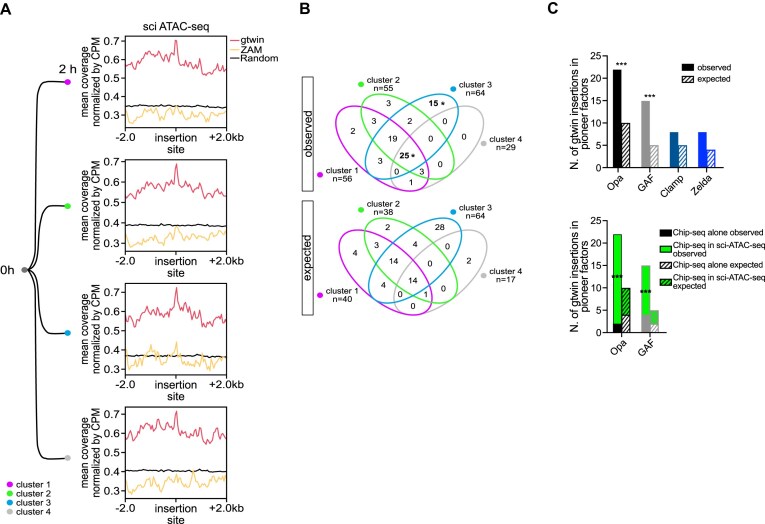
Gtwin preferentially inserts into the open chromatin before cellularization, independently of pioneer factors. (**A**) Metaplots depicting mean coverage of sci ATAC-seq in 4 kb windows centered on 210 gtwin (red), 101 ZAM (yellow), or 100 random insertion sites (black) in the four distinct clusters previously identified in 0–2 h embryos [37]. Values were normalized by CPM unique mapped reads. (**B**) Venn diagram highlighting the distribution of the 76 gtwin insertions sites enriched in sci-ATAC-seq signal among the four clusters. The numbers represent the observed (top) and expected (bottom) count distribution of gtwin insertions in each cluster. The expected values (bottom) are based on random distribution, adjusted for the size of each subset. Significant enrichment or depletion of the insertions observed in two subsets is marked with asterisk. *P*-value: * < 0.05. (**C**) Bar plots showing the observed (filled bars) and expected (dashed bars) numbers of gtwin insertions within pioneer factor binding sites. The upper panel presents the distribution of gtwin insertions across each pioneer factor peaks (Opa, GAF, Clamp, and Zelda ChIP-seq) at 2–4 h AEL. Expected values were calculated based on the genomic coverage of each pioneer factor (Supplementary Table S9). The lower panel shows the observed and expected numbers of gtwin insertions within Opa- or GAF-bound regions, further subdivided according to their overlap or not with open chromatin regions defined by sci-ATAC-seq at 2–4 h AEL (highlighted in green) (Supplementary Table S9). Statistical significance was assessed using binomial tests; ***P < 0.001. (Opa ChIP-seq in sci-ATAC-seq 2–4 h *P*-value 2.404e-6; GAF ChIP-seq in sci-ATAC-seq 2–4 h, *P*-value 1.309e-4).

To explore the potential mechanisms driving insertion site selection at this early stage, we next examined whether gtwin insertions are preferentially associated with a pioneer transcription factor. During early embryogenesis, chromatin accessibility is progressively determined by pioneer transcription factors, which bind DNA within nucleosomes and initiate the opening of *cis-*regulatory regions, thereby establishing accessible chromatin domains [53, 54]. We therefore asked whether gtwin insertions are enriched in genomic regions bound by four well-characterized pioneer factors: GAGA factor (GAF), odd-paired (Opa), chromatin-linked adaptor for MSL proteins (CLAMP), and Zelda, using ChIP-seq datasets from 2 to 4 h AEL [55–57] (Supplementary Table S6). This analysis revealed a significant enrichment of gtwin insertions in Opa- and GAF-binding sites (Fig. 4C, upper panel; Supplementary Table S9). However, as shown in Supplementary Table S9 and in the lower panel of Fig. 4C, this enrichment appeared to be restricted to insertions also located within open chromatin regions. This observation was made by partitioning the pioneer factor-associated gtwin insertion sites on the basis of their overlap or not with sci-ATAC-seq peaks from the same developmental window (2–4 h AEL) (Supplementary Table S6). Notably, Opa- and GAF-bound sites that lacked an open chromatin signature were not targeted by gtwin more frequently than by chance (*P* value = 0.4528 and 0.1269, respectively). The preferential targeting of gtwin to GAF- and Opa-bound sites does not therefore appear to result from direct recruitment by these pioneer factors. Instead, it likely reflects a general insertional preference into open chromatin regions, including those rendered accessible by the action of these pioneer factors. Altogether, this suggests that the accessibility of chromatin during early embryogenesis is the main feature contributing to the choice of gtwin insertion sites.

### Late ZAM insertion sites correlate with late ZAM embryonic expression

Two hypotheses could explain the late germline genomic insertion of ZAM. The first hypothesis is that the germ cells infected by ZAM particles during oogenesis remain dormant during early embryogenesis. The second hypothesis postulates the expression of a “second-wave” of ZAM, potentially facilitated by the permissive 25°C temperature at which piwi-sKD is possible. To test this possibility, we combined ZAM smiFISH and germline-specific vasa immunostaining on late embryos. High expression of ZAM was observed in the gonads of embryos laid at 25°C but not at 20°C (Fig. 5A). At these late stages of embryogenesis, the PGCs have migrated away from the midgut toward the adjacent mesoderm and have become associated with somatic gonadal precursors (SGPs) [58, 59] that express traffic jam (tj) [60].

**Figure 5.**
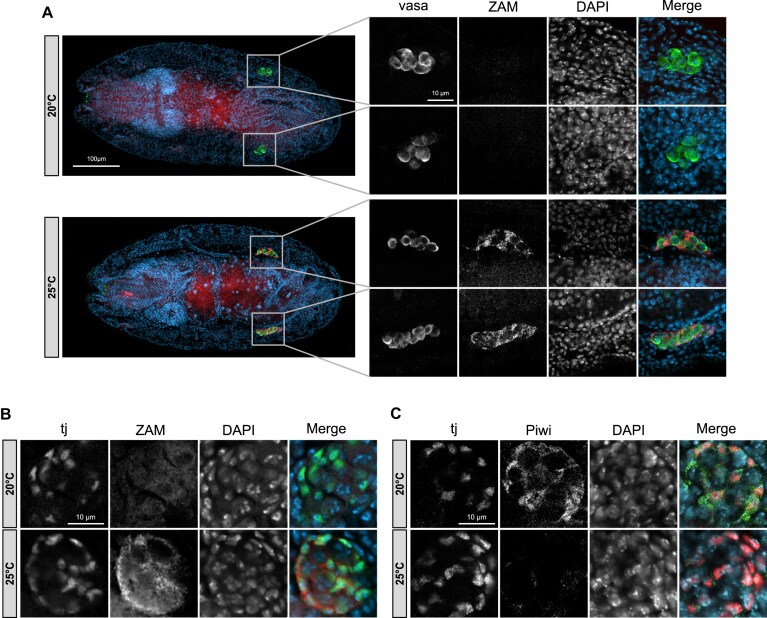
Chromatin accessibility of ZAM insertion sites correlates with ZAM late embryonic expression. (**A**) Vasa immunostaining combined with ZAM smiFISH on 12- to 16-h whole-mount G73 embryos at 20°C (upper panel) and 25°C (lower panel). The right panel shows higher magnification of embryonic gonads. Anti-vasa antibody (green) labeled the PGCs of the gonads. ZAM transcripts labeled in red are detected in cells surrounding vasa-positive cells at 25°C (lower panels). DNA is labeled with 4,6-diamidino-2-phenylindole (DAPI, blue). (**B**) Traffic jam immunostaining combined with ZAM smiFISH of gonadal cells of 12- to 16-h G73 embryos at 20°C (upper panel), 25°C (lower panel). The somatic primordial gonadal cells (SPGs) labeled in green are tj-positive cells. ZAM transcripts labeled in red are detected in tj-positive cells at 25°C (lower panel). DNA is labeled with 4,6-diamidino-2-phenylindole (DAPI; blue). (**C**) Immunostaining of gonadal cells from 12 to 16 h embryos laid by G73 females crossed with males expressing a GFP-tagged version of Piwi, at 20°C (upper panel) or 25°C (lower panel). Traffic jam (red) and GFP (Piwi, green) antibodies revealed the zygotic expression of Piwi in tj-positive cells at 20°C. A decrease in Piwi zygotic expression was observed at 25°C, consistent with the activation of the thermo-inducible RNAi system targeting Piwi.

As expected, ZAM expression was specifically detected in the tj*-*positive cells at 25°C (Fig. 5B). Additionally, zygotically expressed Piwi levels were lower at 25°C compared to 20°C, as anticipated (Fig. 5C). Overall, these analyses, showing that ZAM is expressed in tj-positive SGPs cells in embryogenesis and is sensitive to Piwi depletion, strongly support the “second wave hypothesis.” Note however that, although less likely, the alternative hypothesis of maternally inherited dormant ZAM viral particles is not totally ruled out, especially since both hypotheses are not mutually exclusive. Collectively, these results suggest that ZAM insertion sites correlate with a specific chromatin accessibility landscape in late PGCs. We propose that somatic ZAM expression leads to PGC infection, with ZAM invading open genomic regions in late-stage PGCs.

## Discussion

TEs may alternate rapid bursts of activity and prolonged phases of repression during which their replication within the host genome is limited [61]. The interactions observed today between TEs and their host genomes, as well as among TEs themselves, likely reflect the outcomes of extensive co-evolution. This process has enabled the coexistence of several TE families within the same genome while minimizing detrimental impacts on the host. In an attempt to describe the diversity of these interactions, we took advantage of a particular *D. melanogaster* laboratory strain [20] to simultaneously impair the repression of several LTR-RTEs. We observed the efficient germline transposition of four active elements (roo, copia, gtwin, and ZAM). This approach revealed the existence of two distinct categories of LTR-RTEs: ZAM and gtwin, on one hand, whose transposition is induced by the depletion of Piwi in gonadal somatic tissues (Piwi-sKD), and roo and copia, on the other hand, whose activity is independent of this treatment and which transpose spontaneously, even in the presence of Piwi. We found that they all displayed distinct characteristics at various stages of their replication cycles, as follows.

Regarding expression, we observed cell-type-specific patterns for all four elements. For example, roo transcripts were exclusively expressed in the germinal nurse cells, whereas ZAM, gtwin, and copia were transcribed in various somatic follicular epithelial cells. Specifically, ZAM was predominantly expressed at the posterior pole, gtwin was ubiquitously transcribed, and copia transcripts were expressed throughout the follicular epithelium but sequestered into nuclei. Additionally, ZAM displayed a second somatic expression window in the SGPs of late embryonic gonads, emphasizing its distinct temporal and spatial regulation. Concerning the integration step, our approach was based on characterization of the overall epigenetic specificity of their genomic insertion sites. While all four elements predominantly inserted into regions of open chromatin (clusters 1–4), each displayed distinct preferences for specific chromatin clusters associated with different histone modifications. Gtwin showed significant enrichment in clusters 1 and 3, which are associated with the histone modifications H3K4me3 in cluster 1 and H3K27ac and H3K4me1 in cluster 3. Copia was enriched in cluster 3, whereas roo and ZAM exhibited a preference for cluster 4, which is characterized by open chromatin but lacks a distinct enrichment for specific histone modifications (Fig. 2C).

Moreover, our data indicated that the preference for specific genomic insertion sites may follow the differentiation of the chromatin landscape of the cells that are invaded by gtwin and ZAM at different stages of the embryonic development. Indeed, for maternally deposited gtwin, a significant proportion of the insertions seemed to have occurred as soon as their landing sites had begun accessible, at the very beginning of embryogenesis. Conversely, consistent with the late embryonic wave of ZAM somatic expression, several ZAM insertions were located within different open chromatin regions that were accessible only in late embryonic germ cells. However, although the insertion of a LTR-RTE into closed chromatin is generally considered unlikely, it cannot be entirely ruled out. Therefore, we cannot exclude the possibility that some maternally deposited ZAM virus-like particles would have driven integration at early stages into close chromatin landing sites that would open later in the gonadic PGCs. Altogether, our findings disclosed a novel level of LTR-RTE niche partitioning, linking temporal, and spatial features of the integration step of the replication cycle.

### Further evidence for diversity of expression and integration niches

The diversity of ovarian expression patterns reported here (Fig. 1D) has also been observed recently for 16 families of evolutionarily related LTR-RTEs [15]. These different patterns in the onset of the replication cycles of this class, indicate that each LTR-RTE family has evolved specific host–TE interactions, hijacking tissue-specific transcription factors to adapt their proper expression niche to a specific cell type of the ovary. In our study, we identified a novel cell type in which ZAM is also expressed, the SGPs of late embryonic gonads. Future experiments will be necessary to determine whether the transcription factor called Pointed, which drives ZAM transcription in the posterior part of the ovarian follicular cells [62, 63], is also responsible for its expression in the SGPs.

In our study, we also revealed a novel level of LTR-RTE niche partitioning, at the integration step of the replication cycle. It is well-documented that different TE families, belonging to various classes, exhibit diverse target site preferences due to distinct transposition mechanisms. For example, DNA transposons, like the P-element, manage to create new copies by integrating near the replication origins of the *Drosophila* genome [17, 19], whereas retrotransposons Ty1 and Ty3 specifically insert into Pol III promoters of *S. cerevisiae* [16, 64]. Recently, it has been suggested that LTR-RTEs are rather attracted by open chromatin of active genes, whereas LINE elements, such as the I-element, target AT-rich sites, and tend to integrate near telomeres [17]. These TE-specific host affinities have been described to depend on the enzymes driving their integration such as transposases and integrases. We found here that even LTR-RTEs of the same class, despite using the same integration mechanism, preferentially integrate into open chromatin domains harboring distinct chromatin features (Fig. 2C). This finding suggests that each LTR-RTE familiy has evolved specific interactions between its integrase and host co-factors (DNA- and/or chromatin-binding proteins) providing different affinities for specific genetic and epigenetic marks.

Note that, although specific for each LTR-RTE, their preferred epigenetic landscapes share a common feature, open chromatin, a permissive location for subsequent efficient transcription. These similarities might be considered as cases of concerted evolution by sharing general molecular mechanisms of targeting. A famous mechanism of decompacted chromatin targeting operates via the histone H4 tail that can no longer be targeted by HIV when embedded in closed chromatin [65, 66].

Our data also suggest that the specific integration of LTR-RTEs into distinct epigenetically defined domains might, at least partly, result from different integration timings during development. Strikingly, gtwin and ZAM landing site landscapes correlated with chromatin accessibility data sets extracted from early and late stages of embryogenesis, respectively. The hypothesis, assuming replication cycles with different timings of integration, is supported by the second wave of ZAM expression observed later in embryonic gonads. An obvious difference between these two putative cellular integration niches concerns their ability to proliferate. It is indeed worth noting that, unlike early embryonic nuclei that are rapidly cycling, gonadic germ cells are no longer dividing. As it has been suggested for HIV, further experiments will be necessary to know whether gtwin and ZAM integrases have distinct abilities to be imported into nondividing nuclei.

### A complex interplay of positive and negative selection forces, applied to TEs and their hosts, likely lead to niche partitioning

By studying the simultaneous replication of four LTR-RTEs in the *Drosophila* germline, we observed distinct patterns suggesting that these LTR-RTEs occupy different ecological niches within the TE community. Here, we briefly speculate about the putative selective forces that might have led to host–TE and TE–TE coexistence via niche partitioning.

First, we can notice that the four LTR-RTEs families are expressed in gonadal tissues, the only host compartment supporting vertical transmission of the new TE copies. On the contrary, replication in nongonadal tissues is not only useless for the TE replication but could have been counter-selected by the host as a possible cause of diseases like cancer and aging-related decline [67, 68]. A second type of selective pressure might have prevented toxic TE expression [68] in the germline stem cells, the immortal cell lineage of the gonad. That is probably why ZAM and gtwin are expressed in differentiated somatic gonadal cells, while roo, despite being a germline-specific TE, is expressed in nurse cells, which are differentiated germ cells destined to disappear at the end of oogenesis. Third, on one hand, the new TE copies need to be inserted into the germinal genome, but, on the other hand, the resulting DNA damage may be even more deleterious for the germline survival than the toxicity of the expression step. As a possible trade-off, integration is delayed until the DNA damage-tolerant embryonic stage of development [69], followed by larval stages where germ cell division may compensate for previous cell death [70]. Fourth, further research is needed to characterize the putatively detrimental phenotypic effects of the TE insertions we studied and determine if their preferred integration sites correspond to safe havens within the host genome. Similarly, regarding TE–TE interactions, it is unknown whether the TE-specificity of these integration niches results from detrimental fitness effects of competition between different TE families for common insertion sites. Finally, our nonoverlapping TE expression patterns are in agreement with previous observations [15] suggesting that such a competition between somatic TEs might have led to expression niche partitioning. In conclusion, TE niche partitioning highlights the complex interplay of positive and negative selection forces applied to TEs and their hosts leading to their stable coexistence.

## Supplementary Material

gkaf516_Supplemental_File

## Data Availability

Long reads sequencing data previously published and presented in this study have been deposited at ENA (https://www.ebi.ac.uk/ena) under the accession numbers ERP122844 and PRJEB75331, respectively. The source code of TrEMOLO as well as all the accessory codes are available at https://github.com/DrosophilaGenomeEvolution/TrEMOLO and https://doi.org/10.5281/zenodo.15328208. The ATAC-seq and small-RNA-seq raw data are available on GEO under accession number: GSE274394.

# Supplementary material for: Temporal and spatial niche partitioning in a retrotransposon community of the Drosophila melanogaster genome
**Source:** Nucleic Acids Res. 2025 Jun 12;53(11):gkaf516. doi: 10.1093/nar/gkaf516
**Supplement:** gkaf516_Supplemental_File

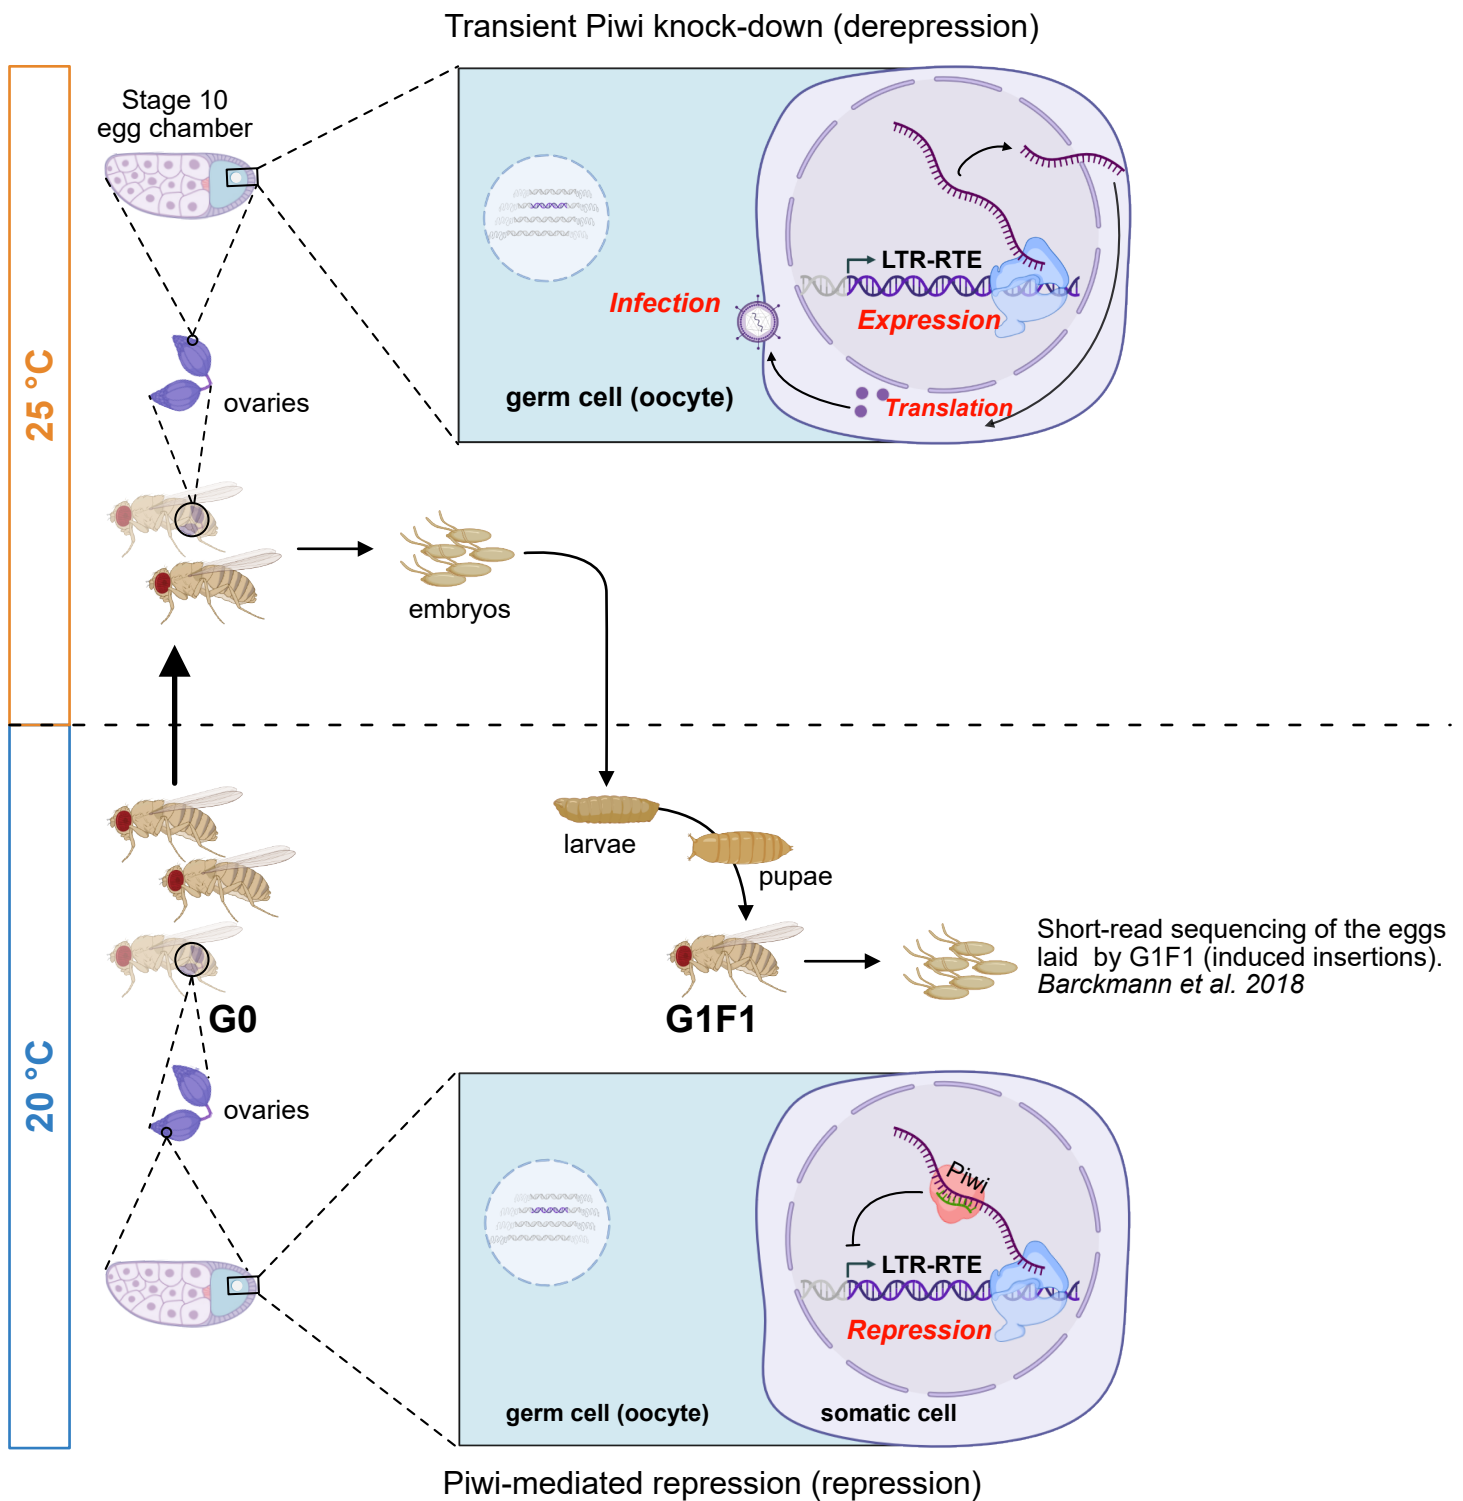

**Supplementary Figure S1: Genetic model. Schematic representation of our working model and the previous data published in Barckmann et al, 2018.** Lower panel: Piwi-dependent repression of LTR-RTEs at 20°C. Upper panel: Transient Piwi knock-down, by temperature change from 20°C to 25°C applied to adult flies for 5 days, allowing LTR-RTE transcriptional derepression in somatic ovarian cells (purple), completion of the LTR-RTE replication cycle, including the production of viral particles that infect the germline (oocyte, blue). The embryos are then maintained at 20°C for the rest of development. The eggs laid by the G1F1 were sequenced using short-reads to detect newly integrated LTR-RTE in the germline. Created with BioRender. MUGAT, B. (2025) <https://BioRender.com/4t1ctqk>

A

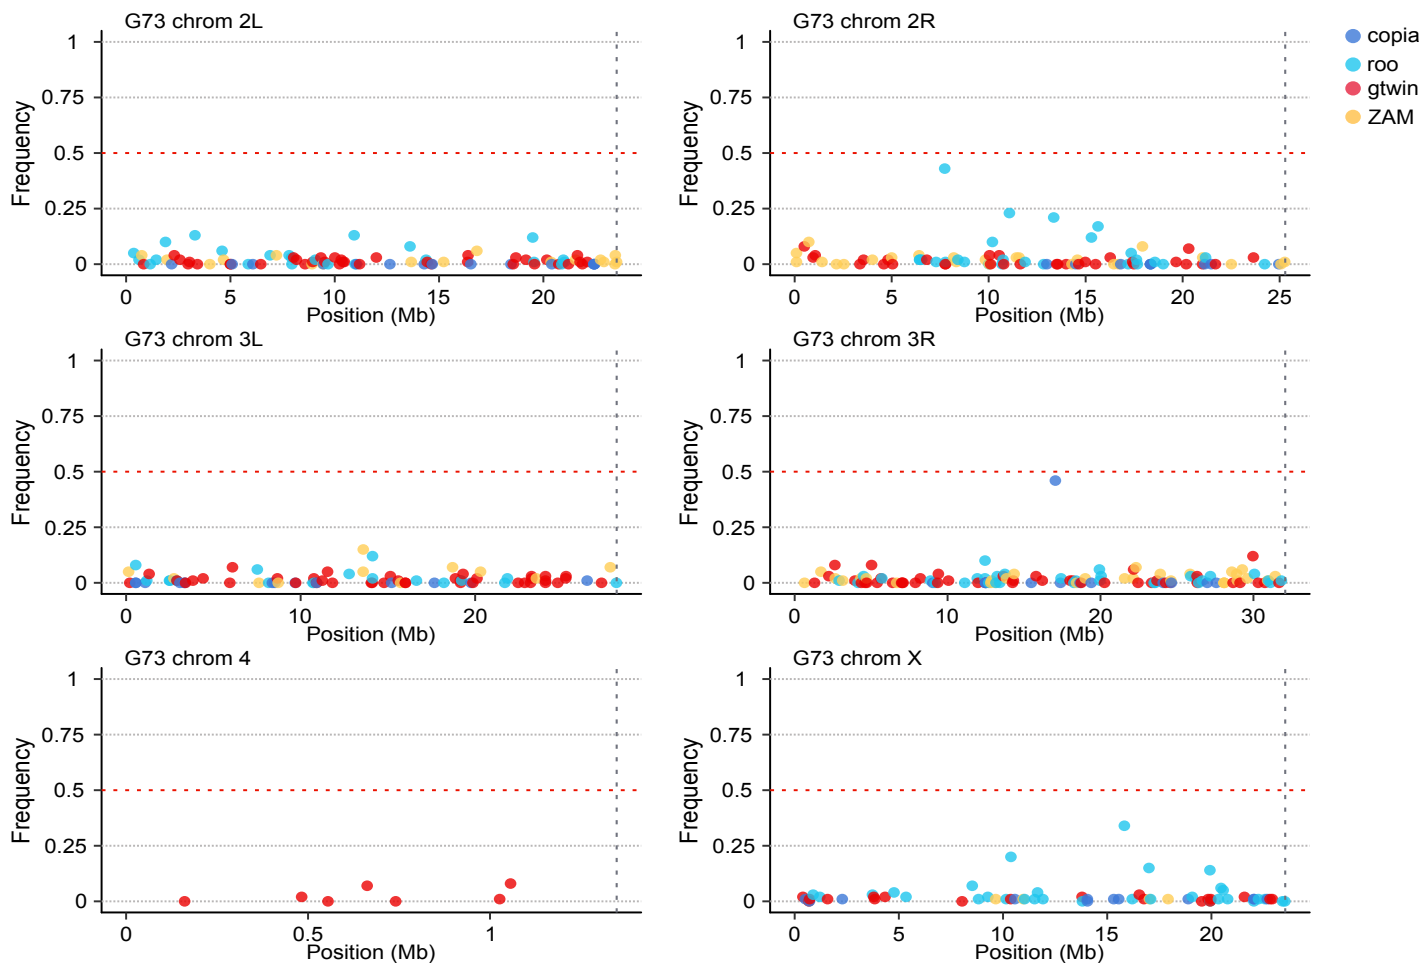

B

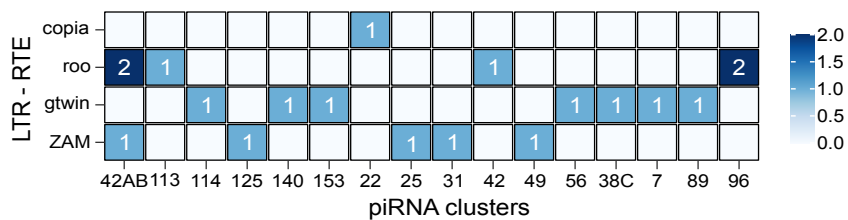

C

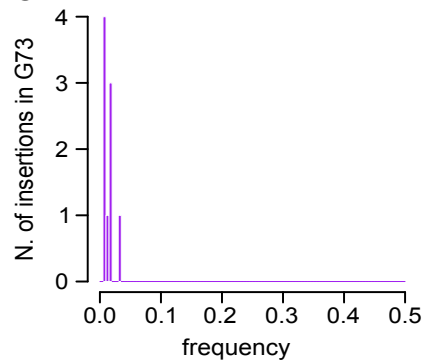

**Supplementary Figure S2 : new LTR-RTE insertions are not positively selected in G73 generation :** (A) Metaplots depicting the frequency of each new LTR-RTE insertion according to its positioning along each chromosome. Chromosomes 2 and 3 are separated in two metaplots corresponding the left and right arms of these chromosomes. Each family of LTR-RTEs is represented with a color code indicated on the top right-hand side. (B) Table indicating the numbers of LTR-RTE insertions in the different piRNA clusters. (C) Frequency of each LTR-RTE insertion found in piRNA clusters.

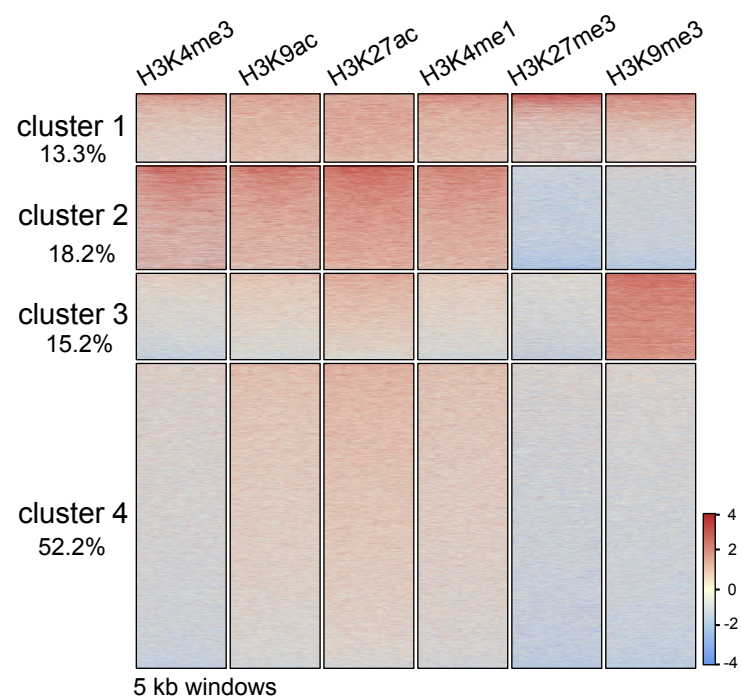

**Supplementary Figure S3:** Heatmap illustrating genome-wide clustering of six post-translational histone modifications based on ChIP-seq data from 0-4 hrs AEL embryos, segmented into non overlapping 5 kb genomic bins. This analysis identified 4 distinct clusters, each representing a defined proportion of the genome (indicated on the left). The intensity of ChIP-seq signal for each histone modification is displayed using a color gradient (shown at the bottom right) with red indicating an enrichment and blue indicating a depletion.

| Name   | Numbers of Reads | N50    | Mean QualI, Phred | Total bases    | Depth, in X |
|--------|------------------|--------|-------------------|----------------|-------------|
| G0     | 2,252,087        | 3.768  | 9.1               | 5,418,397,754  | 30.1        |
| G0F100 | 3,358,451        | 11.5   | 12.5              | 16,964,518,776 | 94.2        |
| G11    | 1,557,842        | 16.339 | 12,34             | 10,749,554,082 | 59.7        |
| G31    | 5,681,195        | 12.0   | 12.20             | 23,420,484,737 | 130.1       |
| G73    | 3,567,671        | 19.65  | 12.4              | 24,980,845,478 | 138.8       |

All lengths are expressed in bases. Quality is expressed in standard Phred scale.

**Supplementary Table S1:** Sequencing data statistics

| Families     | G11        | G31        | G73        |
|--------------|------------|------------|------------|
| 1731         | 1          | 1          | 0          |
| 17.6         | 3          | 13         | 13         |
| 297          | 4          | 11         | 9          |
| 3S18         | 2          | 3          | 3          |
| 412          | 3          | 15         | 10         |
| accord       | 0          | 2          | 2          |
| blood        | 11         | 18         | 13         |
| Burdock      | 0          | 2          | 3          |
| Circe        | 1          | 0          | 2          |
| <b>copia</b> | <b>40</b>  | <b>61</b>  | <b>107</b> |
| diver        | 1          | 1          | 1          |
| Dm88         | 0          | 2          | 1          |
| flea         | 8          | 14         | 14         |
| GATE         | 1          | 5          | 3          |
| <b>gtwin</b> | <b>6</b>   | <b>19</b>  | <b>210</b> |
| gypsy        | 1          | 4          | 6          |
| gypsy4       | 1          | 1          | 0          |
| gypsy6       | 1          | 0          | 2          |
| gypsy7       | 1          | 0          | 0          |
| HMS-Beagle   | 0          | 7          | 2          |
| HMS-Beagle2  | 1          | 0          | 1          |
| Idefix       | 3          | 7          | 18         |
| invader1     | 6          | 8          | 12         |
| invader2     | 1          | 1          | 0          |
| invader3     | 0          | 2          | 2          |
| invader4     | 3          | 4          | 2          |
| invader6     | 3          | 2          | 7          |
| Max-element  | 8          | 4          | 5          |
| McClintock   | 1          | 0          | 0          |
| mdg1         | 5          | 7          | 8          |
| mdg3         | 7          | 8          | 19         |
| micropia     | 1          | 2          | 2          |
| opus         | 1          | 13         | 8          |
| Quasimodo    | 3          | 5          | 4          |
| <b>roo</b>   | <b>104</b> | <b>153</b> | <b>144</b> |
| <b>rover</b> | <b>23</b>  | <b>48</b>  | <b>39</b>  |
| springer     | 0          | 0          | 1          |
| Stalker      | 4          | 4          | 5          |
| Stalker2     | 1          | 0          | 1          |
| Stalker4     | 9          | 14         | 10         |
| Tabor        | 1          | 1          | 1          |
| Transpac     | 4          | 8          | 7          |
| <b>ZAM</b>   | <b>6</b>   | <b>44</b>  | <b>101</b> |

**Supplementary Table S2:** Annotation of newly integrated LTR-RTEs in the different generations compared to G0 parental genome.

|                     | rover |     |     | roo |     |     | copia |     |     |
|---------------------|-------|-----|-----|-----|-----|-----|-------|-----|-----|
| Frequency Range (%) | G11   | G31 | G73 | G11 | G31 | G73 | G11   | G31 | G73 |
| [0-1]               | 2     | 36  | 34  | 2   | 45  | 10  | 1     | 35  | 70  |
| [1-2]               | 20    | 9   | 5   | 41  | 42  | 57  | 17    | 7   | 13  |
| [2-3]               | 1     | 1   | 0   | 15  | 17  | 26  | 16    | 3   | 10  |
| [3-4]               | 0     | 0   | 0   | 10  | 12  | 11  | 2     | 4   | 6   |
| [4-5]               | 0     | 0   | 0   | 7   | 6   | 9   | 1     | 2   | 3   |
| [5-6]               | 0     | 0   | 0   | 5   | 3   | 5   | 0     | 2   | 1   |
| [6-7]               | 0     | 0   | 0   | 4   | 4   | 6   | 0     | 2   | 1   |
| [7-8]               | 0     | 0   | 0   | 2   | 2   | 1   | 2     | 2   | 1   |
| [8-9]               | 0     | 0   | 0   | 6   | 2   | 2   | 0     | 0   | 0   |
| [9-10]              | 0     | 0   | 0   | 2   | 2   | 0   | 1     | 2   | 1   |
| [10-20]             | 0     | 1   | 0   | 9   | 13  | 12  | 0     | 1   | 0   |
| [20-30]             | 0     | 0   | 0   | 1   | 3   | 3   | 0     | 0   | 0   |
| [30-40]             | 0     | 0   | 0   | 0   | 2   | 2   | 0     | 1   | 1   |
| [40-50]             | 0     | 0   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |
| [50-60]             | 0     | 1   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |
| [60-70]             | 0     | 0   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |
| [70-80]             | 0     | 0   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |
| [80-90]             | 0     | 0   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |
| [90-100]            | 0     | 0   | 0   | 0   | 0   | 0   | 0     | 0   | 0   |

**Supplementary Table S3:** Distribution of the rover, roo and copia new insertions according to their sequencing frequencies in the G11, G31 and G73 populations

|                           | copia |     |     | roo |     |     | rover |     |     |
|---------------------------|-------|-----|-----|-----|-----|-----|-------|-----|-----|
| Generation                | G11   | G31 | G73 | G11 | G31 | G73 | G11   | G31 | G73 |
| Total insertion number    | 40    | 61  | 107 | 104 | 153 | 144 | 23    | 48  | 39  |
| Shared Insertion number * | 1     | 1   | 2   | 11  | 7   | 13  | 0     | 0   | 0   |

\* Shared insertions (that were detected in at least two different generations) were very likely vertically transmitted.

**Supplementary Table S4** : Evidence for the existence of copia and roo germinal insertions.

| Regions                  | Proportion of the genome | copia (n = 107) |     |             | roo (n = 144) |     |            | gtwin (n = 210) |     |             | ZAM (n = 101) |     |          |
|--------------------------|--------------------------|-----------------|-----|-------------|---------------|-----|------------|-----------------|-----|-------------|---------------|-----|----------|
|                          |                          | Obs             | Exp | P.adj       | Obs           | Exp | P.adj      | Obs             | Exp | P.adj       | Obs           | Exp | P.adj    |
| Intergenic               | 0.314359                 | 40              | 34  | 0.281411    | 44            | 45  | 0.857967   | 59              | 66  | 0.400694    | 38            | 32  | 0.281411 |
| Intron                   | 0.418317                 | 57              | 45  | 0.044382    | 83            | 60  | 7.18924E-4 | 109             | 88  | 0.012066    | 46            | 42  | 0.524310 |
| Exon                     | 0.267325                 | 10              | 29  | 1.09180E-4  | 17            | 38  | 1.09180E-4 | 42              | 56  | 0.049317    | 17            | 27  | 0.048480 |
| Clustering<br>14-16h AEL |                          |                 |     |             |               |     |            |                 |     |             |               |     |          |
| Cluster 1                | 0.078988                 | 3               | 8   | 0.139088    | 5             | 11  | 0.139088   | 28              | 17  | 0.030257    | 1             | 8   | 0.030257 |
| Cluster 2                | 0.116372                 | 40              | 12  | 1.81247E-10 | 19            | 17  | 0.719466   | 59              | 24  | 1.32809E-09 | 13            | 12  | 0.816913 |
| Cluster 3                | 0.070921                 | 3               | 8   | 0.204977    | 8             | 10  | 0.816913   | 14              | 15  | 1           | 8             | 7   | 0.826181 |
| Cluster 4                | 0.091350                 | 4               | 10  | 0.152861    | 11            | 13  | 0.816913   | 18              | 19  | 0.964852    | 5             | 9   | 0.357746 |
| Cluster 5                | 0.083450                 | 5               | 9   | 0.389563    | 4             | 12  | 0.046022   | 10              | 17  | 0.152861    | 15            | 8   | 0.100669 |
| Cluster 6                | 0.191103                 | 17              | 20  | 0.670884    | 39            | 28  | 0.076920   | 35              | 40  | 0.670884    | 23            | 19  | 0.631236 |
| Cluster 7                | 0.077645                 | 13              | 8   | 0.389563    | 7             | 11  | 0.670884   | 18              | 16  | 0.862047    | 6             | 8   | 0.862047 |
| Cluster 8                | 0.270241                 | 8               | 29  | 4.44044E-06 | 46            | 39  | 0.378466   | 25              | 57  | 1.45777E-06 | 27            | 27  | 1        |

**Supplementary Table S5:** Distribution of the copia, roo, gtwin and ZAM new insertions according to the genomic or chromatin features of their landing sites. “Obs” and “Exp” refer to the observed and expected numbers of LTR-RTE insertions for each genomic and chromatin features. Adjusted p-values "P.adj" were calculated using binomial tests corrected by Benjamini–Hochberg step up procedure to control the false discovery rate.

| Antigen    | Type of Data                            | Tissue             | GSE                                             | Reference                                              |
|------------|-----------------------------------------|--------------------|-------------------------------------------------|--------------------------------------------------------|
| H3K4me3    | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47285</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K9ac     | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE55557</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K36me3   | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47256</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K27ac    | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47237</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K4me1    | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47281</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K36me1   | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47241</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K27me3   | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47230</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K9me2    | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47247</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K9me3    | Chip-seq of Histone Modification        | Embryo 14-16h      | <a href="#">GSE47246</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K4me3    | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K9ac     | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K27ac    | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K4me1    | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K27me3   | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| H3K9me3    | Chip-seq of Histone Modification        | Embryo 0-4h        | <a href="#">GSE16013</a>                        | <a href="#">DOI: 10.1126/science.1198374</a>           |
| <b>GAF</b> | <b>Chip-seq of Transcription factor</b> | <b>Embryo 2-4h</b> | <b>GSM6045770<br/>GSM6045771<br/>GSM6045772</b> | <b>DOI: <a href="#">10.1038/s41467-023-41408-1</a></b> |

|            |                                         |                  |                                                             |                                        |
|------------|-----------------------------------------|------------------|-------------------------------------------------------------|----------------------------------------|
| <b>OPA</b> | <b>Chip-seq of Transcription factor</b> | <b>Embryo 4h</b> | <b><u>GSE140722</u></b>                                     | <b>DOI: <u>10.7554/eLife.59610</u></b> |
| Clamp      | Chip-seq of Transcription factor        | Embryo 2-4h      | <u>GSM4618642</u><br><u>GSM4618660</u><br><u>GSM4618678</u> | DOI: <u>10.7554/eLife.69937</u>        |
| Zelda      | Chip-seq of Transcription factor        | Embryo 2-4h      | <u>GSM4618643</u><br><u>GSM4618661</u><br><u>GSM4618679</u> | DOI: <u>10.7554/eLife.69937</u>        |

**In bold : transcription factor profiles in bigWig format on the dm6 directly available.**

REFERENCE TABLE web link

| Structure                                    | Original genome built | Reference                                                                                | Link                                                                                                                                                                                                              |
|----------------------------------------------|-----------------------|------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Genes                                        | dm6                   | <a href="https://doi.org/10.1093/nar/gka_c958">https://doi.org/10.1093/nar/gka_c958</a>  | <a href="https://www.ensembl.org/biomart/836e762aea9a306041c6e5ed15cd59e7">https://www.ensembl.org/biomart/836e762aea9a306041c6e5ed15cd59e7</a>                                                                   |
| Exon                                         | dm6                   | <a href="https://doi.org/10.1093/nar/gka_c958">https://doi.org/10.1093/nar/gka_c958</a>  | <a href="https://www.ensembl.org/biomart/martview/836e762aea9a306041c6e5ed15cd59e7">https://www.ensembl.org/biomart/martview/836e762aea9a306041c6e5ed15cd59e7</a>                                                 |
| Chromatin accessibility single cell ATAC-seq | dm6                   | DOI: <a href="https://doi.org/10.1126/science.abn5800">10.1126/science.abn5800</a>       | <a href="https://shendure-web.gs.washington.edu/content/members/DEAP_website/public/ATAC/revision/bigwigs/">https://shendure-web.gs.washington.edu/content/members/DEAP_website/public/ATAC/revision/bigwigs/</a> |
| Blacklist of the dm6                         | dm6                   | DOI: <a href="https://doi.org/10.1038/s41598-019-45839-z">10.1038/s41598-019-45839-z</a> | <a href="https://github.com/Boyle-Lab/Blacklist/raw/master/lists/dm6-blacklist.v2.bed.gz">https://github.com/Boyle-Lab/Blacklist/raw/master/lists/dm6-blacklist.v2.bed.gz</a>                                     |

**Supplementary Table S6 : Key Resources Table**

| smiFISH-primers | sequences                                                     |
|-----------------|---------------------------------------------------------------|
| copia-1-FLAPX   | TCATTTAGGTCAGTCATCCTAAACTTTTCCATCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-2-FLAPX   | CTAGCCGCTTGCTTGAGTCCGTA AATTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-3-FLAPX   | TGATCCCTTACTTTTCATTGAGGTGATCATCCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-4-FLAPX   | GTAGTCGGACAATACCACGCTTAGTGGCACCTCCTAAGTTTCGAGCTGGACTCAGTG     |
| copia-5-FLAPX   | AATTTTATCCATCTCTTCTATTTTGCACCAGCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-6-FLAPX   | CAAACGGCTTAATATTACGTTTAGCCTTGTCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-7-FLAPX   | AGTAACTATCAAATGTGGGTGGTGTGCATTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-8-FLAPX   | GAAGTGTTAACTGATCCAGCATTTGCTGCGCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-9-FLAPX   | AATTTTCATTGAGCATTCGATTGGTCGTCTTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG |
| copia-10-FLAPX  | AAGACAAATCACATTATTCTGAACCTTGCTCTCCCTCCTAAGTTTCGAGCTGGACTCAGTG |
| copia-11-FLAPX  | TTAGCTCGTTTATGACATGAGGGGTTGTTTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-12-FLAPX  | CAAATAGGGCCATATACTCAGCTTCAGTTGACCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-13-FLAPX  | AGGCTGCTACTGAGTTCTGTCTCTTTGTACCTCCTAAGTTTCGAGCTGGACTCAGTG     |
| copia-14-FLAPX  | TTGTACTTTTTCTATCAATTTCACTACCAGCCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-15-FLAPX  | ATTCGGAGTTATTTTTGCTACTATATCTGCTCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-16-FLAPX  | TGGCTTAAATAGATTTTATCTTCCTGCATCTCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-17-FLAPX  | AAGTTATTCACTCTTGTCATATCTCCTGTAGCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-18-FLAPX  | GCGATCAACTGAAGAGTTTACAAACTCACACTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-19-FLAPX  | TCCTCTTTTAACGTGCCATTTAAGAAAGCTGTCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-20-FLAPX  | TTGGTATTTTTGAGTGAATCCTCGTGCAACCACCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-21-FLAPX  | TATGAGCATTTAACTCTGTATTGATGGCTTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-22-FLAPX  | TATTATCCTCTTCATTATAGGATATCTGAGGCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-23-FLAPX  | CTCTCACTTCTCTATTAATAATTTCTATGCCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-24-FLAPX  | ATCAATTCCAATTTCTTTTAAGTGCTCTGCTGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-25-FLAPX  | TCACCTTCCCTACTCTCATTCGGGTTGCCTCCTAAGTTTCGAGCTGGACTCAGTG       |
| copia-26-FLAPX  | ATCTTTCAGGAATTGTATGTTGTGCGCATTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-27-FLAPX  | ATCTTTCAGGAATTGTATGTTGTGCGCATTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-28-FLAPX  | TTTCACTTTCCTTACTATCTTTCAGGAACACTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-29-FLAPX  | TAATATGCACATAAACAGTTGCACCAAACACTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-30-FLAPX  | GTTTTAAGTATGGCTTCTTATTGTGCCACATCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-31-FLAPX  | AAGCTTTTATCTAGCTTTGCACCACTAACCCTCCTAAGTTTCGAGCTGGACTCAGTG     |
| copia-32-FLAPX  | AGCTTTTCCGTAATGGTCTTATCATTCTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-33-FLAPX  | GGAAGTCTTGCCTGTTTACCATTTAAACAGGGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-34-FLAPX  | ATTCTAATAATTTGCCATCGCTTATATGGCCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| copia-35-FLAPX  | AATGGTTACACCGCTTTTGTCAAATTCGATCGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-36-FLAPX  | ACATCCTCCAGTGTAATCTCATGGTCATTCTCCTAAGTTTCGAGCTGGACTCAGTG      |
| copia-37-FLAPX  | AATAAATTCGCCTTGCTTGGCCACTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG       |
| copia-38-FLAPX  | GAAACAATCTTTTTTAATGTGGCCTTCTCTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-39-FLAPX  | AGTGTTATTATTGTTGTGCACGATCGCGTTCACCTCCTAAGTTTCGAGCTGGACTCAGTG  |
|                 |                                                               |
| copia-40-FLAPX  | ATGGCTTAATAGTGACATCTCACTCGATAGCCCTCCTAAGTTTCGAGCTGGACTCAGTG   |

|                |                                                               |
|----------------|---------------------------------------------------------------|
| copia-41-FLAPX | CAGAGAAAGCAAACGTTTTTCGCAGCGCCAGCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-42-FLAPX | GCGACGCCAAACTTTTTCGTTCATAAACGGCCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| copia-43-FLAPX | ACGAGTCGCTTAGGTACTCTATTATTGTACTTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-44-FLAPX | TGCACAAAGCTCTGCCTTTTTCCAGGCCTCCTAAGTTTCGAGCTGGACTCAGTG        |
| copia-45-FLAPX | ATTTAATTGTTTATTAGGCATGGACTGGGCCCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-46-FLAPX | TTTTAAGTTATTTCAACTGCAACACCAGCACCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-47-FLAPX | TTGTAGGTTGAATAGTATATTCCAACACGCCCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| copia-48-FLAPX | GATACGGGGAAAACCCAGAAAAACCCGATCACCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| roo-1-FLAPY    | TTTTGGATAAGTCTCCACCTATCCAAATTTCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-2-FLAPY    | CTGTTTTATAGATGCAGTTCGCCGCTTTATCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-3-FLAPY    | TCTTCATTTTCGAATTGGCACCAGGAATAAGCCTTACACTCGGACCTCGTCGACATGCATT |
| roo-4-FLAPY    | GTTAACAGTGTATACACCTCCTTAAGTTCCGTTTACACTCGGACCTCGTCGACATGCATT  |
| roo-5-FLAPY    | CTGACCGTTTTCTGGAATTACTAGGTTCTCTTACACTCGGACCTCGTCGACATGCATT    |
| roo-6-FLAPY    | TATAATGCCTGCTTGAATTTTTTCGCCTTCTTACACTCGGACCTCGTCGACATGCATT    |
| roo-7-FLAPY    | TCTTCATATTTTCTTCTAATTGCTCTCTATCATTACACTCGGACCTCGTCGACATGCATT  |
| roo-8-FLAPY    | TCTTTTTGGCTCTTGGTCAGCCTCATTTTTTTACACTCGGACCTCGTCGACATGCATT    |
| roo-9-FLAPY    | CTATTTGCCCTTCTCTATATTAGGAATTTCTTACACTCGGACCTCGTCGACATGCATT    |
| roo-10-FLAPY   | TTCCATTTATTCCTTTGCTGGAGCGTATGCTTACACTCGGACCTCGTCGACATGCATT    |
| roo-11-FLAPY   | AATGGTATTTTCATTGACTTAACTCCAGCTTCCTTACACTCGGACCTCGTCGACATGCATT |
| roo-12-FLAPY   | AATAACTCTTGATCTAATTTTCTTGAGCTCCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-13-FLAPY   | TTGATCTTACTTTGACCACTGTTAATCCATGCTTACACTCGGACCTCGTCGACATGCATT  |
| roo-14-FLAPY   | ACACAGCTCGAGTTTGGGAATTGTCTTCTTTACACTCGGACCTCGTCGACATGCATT     |
| roo-15-FLAPY   | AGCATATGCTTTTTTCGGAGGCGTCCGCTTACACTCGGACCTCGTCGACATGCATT      |
| roo-16-FLAPY   | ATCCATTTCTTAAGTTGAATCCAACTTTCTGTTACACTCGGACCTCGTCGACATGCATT   |
| roo-17-FLAPY   | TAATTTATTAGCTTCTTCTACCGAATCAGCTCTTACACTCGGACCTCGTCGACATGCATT  |
| roo-18-FLAPY   | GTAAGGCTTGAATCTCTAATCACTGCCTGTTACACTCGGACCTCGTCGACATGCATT     |
| roo-19-FLAPY   | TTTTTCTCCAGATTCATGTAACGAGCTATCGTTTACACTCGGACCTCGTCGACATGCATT  |
| roo-20-FLAPY   | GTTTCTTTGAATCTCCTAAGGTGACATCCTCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-21-FLAPY   | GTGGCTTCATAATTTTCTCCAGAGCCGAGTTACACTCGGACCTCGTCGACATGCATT     |
| roo-22-FLAPY   | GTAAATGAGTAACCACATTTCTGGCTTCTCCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-23-FLAPY   | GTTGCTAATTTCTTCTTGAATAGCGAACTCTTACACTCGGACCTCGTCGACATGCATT    |
| roo-24-FLAPY   | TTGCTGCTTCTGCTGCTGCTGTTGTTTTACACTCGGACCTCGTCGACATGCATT        |
| roo-25-FLAPY   | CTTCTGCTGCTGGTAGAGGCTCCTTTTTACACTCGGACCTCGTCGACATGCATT        |
| roo-26-FLAPY   | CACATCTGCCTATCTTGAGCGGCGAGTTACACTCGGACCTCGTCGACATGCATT        |
| roo-27-FLAPY   | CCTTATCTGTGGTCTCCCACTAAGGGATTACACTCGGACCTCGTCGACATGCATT       |
| roo-28-FLAPY   | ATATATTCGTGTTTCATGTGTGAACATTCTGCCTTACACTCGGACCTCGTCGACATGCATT |
| roo-29-FLAPY   | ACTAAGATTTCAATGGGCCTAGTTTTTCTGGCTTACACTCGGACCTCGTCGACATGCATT  |
| roo-30-FLAPY   | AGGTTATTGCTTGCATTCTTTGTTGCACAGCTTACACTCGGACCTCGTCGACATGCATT   |
| roo-31-FLAPY   | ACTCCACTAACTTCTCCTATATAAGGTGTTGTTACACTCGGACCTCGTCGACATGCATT   |
| roo-32-FLAPY   | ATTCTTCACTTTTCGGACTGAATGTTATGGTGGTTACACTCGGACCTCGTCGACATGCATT |
| roo-33-FLAPY   | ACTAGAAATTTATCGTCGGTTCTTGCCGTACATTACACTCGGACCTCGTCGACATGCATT  |
| roo-34-FLAPY   | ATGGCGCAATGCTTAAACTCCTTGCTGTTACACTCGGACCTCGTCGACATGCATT       |

|               |                                                              |
|---------------|--------------------------------------------------------------|
| roo-35-FLAPY  | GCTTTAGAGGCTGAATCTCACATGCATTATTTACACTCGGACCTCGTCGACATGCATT   |
| roo-36-FLAPY  | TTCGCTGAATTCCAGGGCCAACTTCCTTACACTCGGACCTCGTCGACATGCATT       |
| roo-37-FLAPY  | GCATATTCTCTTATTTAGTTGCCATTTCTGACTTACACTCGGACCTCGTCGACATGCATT |
| roo-38-FLAPY  | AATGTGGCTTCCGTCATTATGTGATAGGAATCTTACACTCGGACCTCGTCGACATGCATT |
| roo-39-FLAPY  | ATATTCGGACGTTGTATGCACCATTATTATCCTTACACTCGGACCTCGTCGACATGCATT |
| roo-40-FLAPY  | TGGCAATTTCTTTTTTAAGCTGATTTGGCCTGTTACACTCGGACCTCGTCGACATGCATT |
| roo-41-FLAPY  | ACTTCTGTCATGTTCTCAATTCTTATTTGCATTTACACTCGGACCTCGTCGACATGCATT |
| roo-42-FLAPY  | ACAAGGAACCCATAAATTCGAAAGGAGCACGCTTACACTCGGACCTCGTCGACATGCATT |
| roo-43-FLAPY  | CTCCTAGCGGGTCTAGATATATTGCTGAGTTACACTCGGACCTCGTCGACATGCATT    |
| roo-44-FLAPY  | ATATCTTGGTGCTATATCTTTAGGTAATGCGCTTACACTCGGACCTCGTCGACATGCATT |
| roo-45-FLAPY  | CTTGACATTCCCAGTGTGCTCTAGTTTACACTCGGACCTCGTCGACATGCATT        |
| roo-46-FLAPY  | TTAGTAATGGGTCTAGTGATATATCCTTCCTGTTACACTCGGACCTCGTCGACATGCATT |
| roo-47-FLAPY  | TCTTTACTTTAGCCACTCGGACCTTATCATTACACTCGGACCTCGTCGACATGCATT    |
| roo-48-FLAPY  | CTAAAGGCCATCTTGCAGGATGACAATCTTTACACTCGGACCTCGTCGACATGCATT    |
| gtwin1-FLAPX  | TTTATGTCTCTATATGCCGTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin2-FLAPX  | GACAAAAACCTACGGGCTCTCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin3-FLAPX  | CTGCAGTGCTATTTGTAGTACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin4-FLAPX  | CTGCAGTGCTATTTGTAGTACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin5-FLAPX  | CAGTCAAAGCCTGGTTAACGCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin5-FLAPX  | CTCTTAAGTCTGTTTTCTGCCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin6-FLAPX  | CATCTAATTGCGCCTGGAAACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin7-FLAPX  | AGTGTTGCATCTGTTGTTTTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin8-FLAPX  | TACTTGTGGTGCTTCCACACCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin9-FLAPX  | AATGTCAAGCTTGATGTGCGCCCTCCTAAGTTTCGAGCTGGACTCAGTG            |
| gtwin10-FLAPX | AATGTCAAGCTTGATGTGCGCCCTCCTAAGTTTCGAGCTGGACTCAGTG            |
| gtwin11-FLAPX | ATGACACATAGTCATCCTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin12-FLAPX | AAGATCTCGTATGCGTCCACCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin13-FLAPX | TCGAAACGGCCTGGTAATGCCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin14-FLAPX | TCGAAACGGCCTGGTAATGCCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin15-FLAPX | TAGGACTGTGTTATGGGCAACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin16-FLAPX | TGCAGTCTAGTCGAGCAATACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin7-FLAPX  | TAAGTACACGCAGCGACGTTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin18-FLAPX | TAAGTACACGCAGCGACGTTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin19-FLAPX | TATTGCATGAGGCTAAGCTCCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin20-FLAPX | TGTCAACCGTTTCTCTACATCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin21-FLAPX | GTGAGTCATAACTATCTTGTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin22-FLAPX | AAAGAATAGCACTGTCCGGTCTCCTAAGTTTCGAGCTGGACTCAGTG              |
| gtwin23-FLAPX | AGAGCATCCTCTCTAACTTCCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin24-FLAPX | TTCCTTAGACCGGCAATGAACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin25-FLAPX | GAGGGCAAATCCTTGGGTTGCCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin26-FLAPX | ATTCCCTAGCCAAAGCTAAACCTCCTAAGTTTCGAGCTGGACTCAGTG             |
| gtwin27-FLAPX | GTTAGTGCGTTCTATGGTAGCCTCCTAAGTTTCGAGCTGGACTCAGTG             |

|               |                                                   |
|---------------|---------------------------------------------------|
| gtwin28-FLAPX | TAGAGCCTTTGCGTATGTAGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin29-FLAPX | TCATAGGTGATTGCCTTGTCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| gtwin30-FLAPX | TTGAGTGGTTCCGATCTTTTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin31-FLAPX | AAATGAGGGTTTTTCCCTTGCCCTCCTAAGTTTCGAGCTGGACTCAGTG |
| gtwin32-FLAPX | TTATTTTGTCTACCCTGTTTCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin33-FLAPX | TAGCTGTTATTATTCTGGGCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin34-FLAPX | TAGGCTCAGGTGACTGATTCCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin35-FLAPX | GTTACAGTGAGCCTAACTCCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| gtwin36-FLAPX | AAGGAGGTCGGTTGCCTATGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin37-FLAPX | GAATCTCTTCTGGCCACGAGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin38-FLAPX | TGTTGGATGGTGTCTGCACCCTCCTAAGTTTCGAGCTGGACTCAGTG   |
| gtwin39-FLAPX | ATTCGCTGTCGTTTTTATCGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin40-FLAPX | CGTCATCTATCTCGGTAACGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin41-FLAPX | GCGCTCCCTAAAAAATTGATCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin42-FLAPX | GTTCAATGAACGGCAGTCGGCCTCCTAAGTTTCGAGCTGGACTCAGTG  |
| gtwin43-FLAPX | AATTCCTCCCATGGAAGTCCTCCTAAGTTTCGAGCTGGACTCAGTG    |
| zam1-FLAPY    | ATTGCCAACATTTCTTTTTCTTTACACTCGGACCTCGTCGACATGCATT |
| zam2-FLAPY    | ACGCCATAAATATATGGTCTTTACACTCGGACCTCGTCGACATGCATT  |
| zam3-FLAPY    | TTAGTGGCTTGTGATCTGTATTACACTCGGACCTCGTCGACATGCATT  |
| zam4-FLAPY    | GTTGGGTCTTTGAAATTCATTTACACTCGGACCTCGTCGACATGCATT  |
| zam5-FLAPY    | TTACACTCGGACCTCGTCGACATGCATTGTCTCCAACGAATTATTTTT  |
| zam6-FLAPY    | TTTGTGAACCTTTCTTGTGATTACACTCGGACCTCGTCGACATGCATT  |
| zam7-FLAPY    | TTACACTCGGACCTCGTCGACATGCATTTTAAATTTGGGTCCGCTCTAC |
| zam8-FLAPY    | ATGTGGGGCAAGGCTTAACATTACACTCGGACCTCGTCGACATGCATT  |
| zam9-FLAPY    | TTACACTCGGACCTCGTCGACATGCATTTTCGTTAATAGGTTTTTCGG  |
| zam10-FLAPY   | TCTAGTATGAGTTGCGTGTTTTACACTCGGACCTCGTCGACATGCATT  |
| zam11-FLAPY   | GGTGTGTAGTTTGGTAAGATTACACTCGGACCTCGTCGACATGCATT   |
| zam12-FLAPY   | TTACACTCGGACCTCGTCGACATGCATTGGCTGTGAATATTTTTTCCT  |
| zam13-FLAPY   | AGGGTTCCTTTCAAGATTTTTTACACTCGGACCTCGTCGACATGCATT  |
| zam14-FLAPY   | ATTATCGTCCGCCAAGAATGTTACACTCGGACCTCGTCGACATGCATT  |
| zam15-FLAPY   | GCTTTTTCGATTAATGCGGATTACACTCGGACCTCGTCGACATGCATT  |
| zam16-FLAPY   | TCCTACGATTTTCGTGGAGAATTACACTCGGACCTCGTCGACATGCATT |
| zam17-FLAPY   | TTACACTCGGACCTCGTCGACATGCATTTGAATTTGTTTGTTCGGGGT  |
| zam18-FLAPY   | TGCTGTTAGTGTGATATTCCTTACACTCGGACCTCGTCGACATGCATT  |
| zam19-FLAPY   | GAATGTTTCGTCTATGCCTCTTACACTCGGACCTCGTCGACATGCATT  |
| zam20-FLAPY   | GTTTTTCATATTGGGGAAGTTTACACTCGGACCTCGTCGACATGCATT  |
| zam21-FLAPY   | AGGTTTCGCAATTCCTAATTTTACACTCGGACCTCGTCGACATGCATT  |
| zam22-FLAPY   | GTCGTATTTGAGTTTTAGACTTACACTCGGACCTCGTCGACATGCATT  |
| zam23-FLAPY   | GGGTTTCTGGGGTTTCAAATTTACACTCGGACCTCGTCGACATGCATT  |
| zam24-FLAPY   | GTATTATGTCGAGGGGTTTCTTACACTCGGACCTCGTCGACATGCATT  |
| zam25-FLAPY   | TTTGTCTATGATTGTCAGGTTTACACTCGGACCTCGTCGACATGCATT  |
| zam26-FLAPY   | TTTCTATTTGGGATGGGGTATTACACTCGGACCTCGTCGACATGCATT  |

|             |                                                   |
|-------------|---------------------------------------------------|
| zam27-FLAPY | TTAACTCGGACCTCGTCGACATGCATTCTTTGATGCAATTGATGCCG   |
| zam28-FLAPY | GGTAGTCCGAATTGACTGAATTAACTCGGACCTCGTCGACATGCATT   |
| zam29-FLAPY | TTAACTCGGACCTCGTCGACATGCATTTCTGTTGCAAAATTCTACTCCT |
| zam30-FLAPY | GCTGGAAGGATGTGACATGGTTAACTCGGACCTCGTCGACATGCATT   |
| zam31-FLAPY | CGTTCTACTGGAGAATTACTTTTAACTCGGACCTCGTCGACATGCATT  |
| zam32-FLAPY | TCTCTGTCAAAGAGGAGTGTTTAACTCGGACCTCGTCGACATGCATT   |
| zam33-FLAPY | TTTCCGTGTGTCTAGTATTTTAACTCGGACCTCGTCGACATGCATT    |
| zam34-FLAPY | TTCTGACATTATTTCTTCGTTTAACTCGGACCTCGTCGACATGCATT   |
| zam35-FLAPY | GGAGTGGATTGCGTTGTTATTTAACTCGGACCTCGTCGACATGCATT   |
| zam36-FLAPY | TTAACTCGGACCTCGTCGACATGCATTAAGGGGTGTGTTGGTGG      |
| zam37-FLAPY | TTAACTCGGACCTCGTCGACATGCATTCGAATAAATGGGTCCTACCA   |
| zam38-FLAPY | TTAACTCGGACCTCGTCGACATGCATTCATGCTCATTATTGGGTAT    |

**Supplementary Table S7:** List of primers used for smiFISH experiments

|                        | Proportion | gtwin |        |             | ZAM |       |          |
|------------------------|------------|-------|--------|-------------|-----|-------|----------|
|                        |            | Obs   | Exp    | P.adj       | Obs | Exp   | P.adj    |
| Sci-ATAC-seq 0-2h      | 0.084992   | 49    | 17.85  | 9.25694e-11 | 9   | 8.58  | 0.857736 |
| ATAC-seq PGC           | 0.017645   | 2     | 3.71   | 0.595270    | 5   | 1.78  | 0.134952 |
| Overlapping            | 0.024339   | 27    | 5.11   | 5.67542e-12 | 3   | 2.46  | 0.857736 |
| Other                  | 0.873024   | 132   | 183.34 | 8.91007e-19 | 84  | 88.18 | 0.459302 |
|                        |            |       |        |             |     |       |          |
| Sci-ATAC-seq 0-2h      | 0.093613   | 58    | 19.66  | 6.59140e-14 | 10  | 9.45  | 0.863642 |
| ATAC-seq PGC<br>unique | 0.010916   | 2     | 2.29   | 1           | 5   | 1.10  | 0.020664 |
| Overlapping            | 0.015718   | 18    | 3.30   | 1.20960e-08 | 2   | 1.59  | 0.863642 |
| Other                  | 0.879753   | 132   | 184.75 | 3.44636e-20 | 84  | 88.86 | 0.599892 |

**Supplementary Table S8:** Distribution of gtwin and ZAM new insertions based on chromatin accessibility in 0-2h embryos (sci-ATAC-seq) and PGC of late embryos (ATAC-seq) at their respective landing sites. « Obs » and « Exp » refer to the observed and expected numbers of LTR-RTE insertions for each genomic and chromatin feature. Adjusted p-values ("P.adj") were calculated using binomial tests corrected with the Benjamini–Hochberg step-up procedure to control the false discovery rate.

|                                   | Genomic Proportion | gtwin |     |            |
|-----------------------------------|--------------------|-------|-----|------------|
|                                   |                    | Obs   | Exp | p-value    |
| Opa ChIP-seq 2-4hrs AEL           | 0.048              | 22    | 10  | 5.775e-4   |
| GAF ChIP-seq2-4hrs AEL            | 0.022              | 15    | 5   | 8.423e-5   |
| Zelda ChIP-seq2-4hrs AEL          | 0.018              | 8     | 4   | 0.0607     |
| Clamp ChIP-seq2-4hrs AEL          | 0.024              | 8     | 5   | 0.1799     |
| Sci-ATAC-seq 2-4hrs AEL           | 0.085              | 76    | 18  | < 2.2 e-16 |
| Opa ChIP-seq alone                | 0.020              | 2     | 4   | 0.4528     |
| GAF ChIP-seq alone                | 0.009              | 4     | 2   | 0.1269     |
| Opa ChIP-seq in sci-ATAC-seq 2-4h | 0.028              | 20    | 6   | 2.404e-6   |
| GAF ChIP-seq in sci-ATAC-seq 2-4h | 0.013              | 11    | 3   | 1.309e-4   |

**Supplementary Table S9:** Distribution of gtwin insertion sites based on Chip-seq datasets for pioneer factors listed in (Supplementary Table S6) and chromatin accessibility in 2-4 hrs embryos (sci-ATAC-seq) (37). « Obs » and « Exp » refer to the observed and expected numbers of gtwin insertions for each defined genomic region. p-values were calculated using binomial tests.

How the deposited data were processed for this re-analysis (not part of the article)

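PGCs and somatic cells were sorted by GFP from overnight embryos of a strain expressing GFP-Vasa and profiled by ATAC-seq in 2 replicates each. The authors trimmed adapters with cutadapt, aligned reads with bowtie2 to the Dmel_R6.32 release of the genome, removed duplicates with samtools, computed RPKM coverage with deepTools outside regions blacklisted in dm6, averaged both replicates of a cell type and called peaks on the average with the MACS2 command bdgpeakcall. Its stated settings are a minimum length of 60 bp and a maximum gap of 150 bp, with the cutoff set by hand. Each peak in the deposited lists carries a score, which the authors' peak caller writes as 10 times the RPKM height at the summit, truncated to a whole number; it was divided by 10 to give heights in RPKM. RPKM coverage scales each library by its number of mapped reads, so a library with more of its reads outside peaks has lower peaks, and a fixed cutoff then calls fewer of them. The paper's text describes no shift of read ends for the transposase's cutting position; a shift of a few bases would be small beside the 50-bp steps of the peak borders. The lists are named as made from uniquely mapping reads, which would leave out reads that fit several copies of a repeat equally well; the lists hold no reads, so this was not checked.

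The lists are averages of both replicates. They therefore give no spread between replicates and no depth per sample, and no test between the cell types was made. The paper states a yield of about 2 Gb per sample, which does not translate into reads behind a given peak. Intervals on shares are exact 95% binomial intervals, and cover counting error only, since peaks are not replicates.

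Sizes and overlaps were computed on chromosomes 2L, 2R, 3L, 3R, 4 and X, 133880608 bp in all, from the same release 6 assembly. PGC-unique regions were made with bedtools subtract (bedtools 2.31.1), and peaks counted as overlapping when they shared at least 1 bp. All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes, transcription start sites, exons and transposable element copies came from the Ensembl annotation of release 6 (18358 genes and, on these chromosomes, 5809 copies). A peak was assigned by its summit to a promoter (within 500 bp of a start site), else to an exon, an intron or intergenic sequence. Short motifs (GAGAG, CAGGTA, TATCGATA, TGATAA and CAGCTG) were searched on both strands within 100 bp to each side of the midpoint of a peak and at 20000 random positions, of which those next to unknown bases were left out. Random placements of peaks kept their widths and chromosomes and were drawn 100 times. Lists of marker genes for the germline, somatic tissues and the somatic gonad were compared with 10000 random lists of protein-coding genes.

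The positions of the ZAM and gtwin insertions were not used here. The paper's observed numbers of Supplementary Table S8 were set against the re-derived share of the genome with a two-sided exact binomial test, adjusted by the Benjamini-Hochberg procedure over 4 tests, after the paper's own use of binomial tests. The steps were tested on simulated data with known answers. All overlaps planted among 5000 simulated peaks and all motifs planted among 1000 simulated windows were recovered. Among 2000 simulated sets of the 4 tests without enrichment, 3.05% contained a call. With all 4 tests enriched 3-fold, the enrichment of ZAM in PGC open chromatin was called in 87.8% of 2000 sets. The 4 numbers of a set were drawn independently, although PGC-unique open chromatin is a part of PGC open chromatin. Power at a smaller enrichment, such as the observed ZAM ratio of 1.89, was not simulated.

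The tests, the marker genes, the motifs and the main alternatives were chosen before the data were examined: the genome used as denominator, the peak threshold, the rule of subtraction, the overlap that counts as shared, the promoter distance, the window around the midpoint of a peak and a one-sided test. The genes named were also chosen by a rule set at that time, namely the genes the paper names as cell markers or factors, the marker genes, and the genes nearest to the 5 highest PGC-only and the 5 highest somatic-only peaks. The 2000 highest peaks of each list, the counts of transposable element copies, the random level of overlap by peak height, and a test based on insertions in open chromatin alone were added after seeing the data. The transposable element families named were chosen after their values were seen. The small RNA libraries of ovaries and the long-read libraries were not analyzed here, and neither were the sci-ATAC-seq profiles of early embryos.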

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

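The tests on transposable element copies, the tests on the X chromosome and the tests of exons by steps of height and by weighting to the same heights were chosen only after the result was seen; the tests of exons by GC content and among peaks at or above the median height were set before their outcome was seen. For the transposable element copies, a comparison among peaks at or above the median height of each list was run first, and peaks of at least 80 RPKM were used in its place after its outcome was seen.

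Copies of the LTR retrotransposon roo, which the paper studies through its new insertions but not through its existing copies, carried peaks more often in the somatic list than in the PGC list. Of 144 annotated roo copies, 95 overlapped a somatic peak and 26 a PGC peak, the largest difference in favour of somatic cells among 62 families with at least 20 copies. Random placements of the somatic peaks gave 78.8 copies with a peak on average and at most 90, so the number of copies alone is only slightly beyond that range. Random placements of the PGC peaks gave 86.8 copies on average. In PGCs 43 summits lay inside roo copies, against 157.8 on average at random. The placements ignore where reads can be mapped uniquely. They therefore cannot say whether the gap between the lists is a deficit in PGCs or an excess in somatic cells. The test for the somatic list was then changed from the number of copies to the position of the summits. Of 171 somatic summits inside roo copies, 125 lay within 500 bp of an end of the copy, where the long terminal repeats are, against at most 28 in 100 random placements, which argues against chance position. In PGCs 17 of the 43 summits lay there, and random placements, with more summits inside the copies, gave up to 34. These 17 are 39.5% of the PGC summits, against 73.1% in the somatic list. The region holds 11.9% of the bases of all copies, so the few PGC summits were gathered at the ends too. A general difference in how reads of repeats were kept in the somatic list is argued against by 10 other families that were at least 10 percentage points higher in the PGC list. Background peaks near the cutoff stay open. The somatic peaks in roo had a median height of 58.3 RPKM, and only 9 summits inside roo copies reached 80 RPKM, where random placements gave up to 29. The PGC list had 13 such summits, and 8 copies overlapped a peak of that height in each list. That height keeps 5751 PGC peaks and 1952 somatic peaks, and random placements gave 47.4 and 15.6 summits on average, so both lists lay below the random mean there and the counts do not settle whether the lists differ among high peaks. Among peaks at or above the median height of each list, 68 copies had a somatic peak and 10 a PGC peak, but the somatic median is itself close to the cutoff. The heights of the somatic peaks in roo ran from 54 to 63.45 RPKM between quartiles, an interquartile range of 9.45 RPKM. Those of all somatic peaks ran only from 52.7 to 65.4 RPKM, so the narrow range in roo decides nothing. Reads of a few copies spread over near-identical copies therefore cannot be told apart from signal at many copies either, since the lists carry no reads. Unique mapping, which the names of the lists state, would remove such reads, but it was not checked. A difference between the cell types in the opening of roo repeats remains a possible explanation that was not tested.

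The DNA transposon 1360, which the paper does not discuss, showed the opposite pattern. Of 436 copies, 133 overlapped a PGC peak and 24 a somatic peak, the fourth largest difference in favour of PGCs in percentage points, tied with the family gypsy8. Chance position is argued against by 141 PGC summits inside the copies, where random placements gave at most 75. Background near the cutoff is argued against by 50 PGC summits of at least 80 RPKM inside the copies, where random placements gave at most 27; no somatic summit of that height lay in a copy. Among peaks at or above the median height of each list, 87 copies had a PGC peak and 11 a somatic peak. A gain of repeat reads in every family of the PGC list is argued against by 7 other families that were at least 10 percentage points higher in the somatic list. Among families other than roo, however, 35 had more copies with a PGC peak, 16 had more with a somatic peak and 10 had equal numbers. A gain over many families therefore stays open. As a hypothesis, 1360 copies may be more accessible in PGCs than in the other cells of the embryo, but copies are not replicates and both lists are averages, so the difference itself was not tested, and the cell type cannot be separated from the preparation of the libraries.

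Tirant, an LTR retrotransposon that the paper does not discuss, had the largest difference in favour of PGCs. Of 25 annotated copies, 20 overlapped a PGC peak and 2 a somatic peak. The PGC list had 119 summits inside Tirant copies, against at most 38 in random placements, and the somatic list had 6. Peaks near the cutoff do not account for all of it, since 18 PGC summits reached 80 RPKM, where random placements gave at most 15, although the margin is small. At or above the median height of each list, 20 copies had a PGC peak and 1 a somatic peak. The summits were spread over the whole element and not gathered at its ends. Within 500 bp of an end lay 17.6% of them, a region that holds 12.9% of the bases of all copies. Such a spread is what more Tirant DNA in the PGC libraries would give, so a larger amount of Tirant DNA in the sorted PGCs is a candidate explanation, and it is as open as a difference in chromatin.

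Exons held 45.6% of the somatic-only peaks (exact 95% binomial interval 44.6 to 46.6%), against 28.4% of PGC-only peaks, 18.3% of shared peaks and 19.8% of the genome. A summit counted as exonic only outside promoters, and promoters held 36.2% of PGC-only but 12.4% of somatic-only peaks. A part of the gap therefore follows from the promoter shares, in every comparison of exon shares below. Exon shares among peaks outside promoters were not computed. GC content accounts for a part of the exon share of somatic-only peaks. Somatic-only windows had a mean GC content of 52.0% and random positions 42.1%, and random positions matched to the GC content of the somatic-only windows lay in exons in 36.0 to 38.4% of cases in 100 draws, still below 45.6%. For PGC-only peaks the matched mean was 33.5%, above their observed share. Background near the cutoff was tested first among peaks at or above the median height of each list, with the prediction that the share would fall to that of PGC-only peaks. It did not, at 39.7% against 10.7%. That outcome goes against the explanation by its own prediction, but the somatic median lies at 56.9 RPKM, close to the cutoff, so the test was judged unable to decide and steps of height were added. By those steps the exon share of somatic-only peaks fell from 47.9% at 50 to 55 RPKM and 45.7% at 55 to 65 RPKM to 30.9% at 65 to 80 RPKM and 12.7% at 80 to 100 RPKM (79 peaks, interval 6.24 to 22.0%). Of the 9 somatic-only peaks at 100 RPKM or above, none lay in an exon (interval 0 to 33.6%). The exon share of PGC-only peaks fell too, from 43.0% to 33.2, 11.8 and 4.08% over the first steps and 3.90% of 1050 peaks at 100 RPKM or above. It was lower than that of somatic-only peaks in each step below 100 RPKM. Promoters took more of the PGC-only peaks in each of these steps (21.4% against 13.4% of somatic-only peaks at 50 to 55 RPKM). A larger share of peaks near the cutoff in the somatic-only set, where 5330 of 9411 peaks lie between 50 and 55 RPKM, cannot be told apart from other causes. PGC-only peaks weighted to the heights of somatic-only peaks would lie in exons in 36.9% of cases, below 45.6%. That outcome, too, goes against the explanation by its own prediction, and it was first counted against it. Like the comparison of equal steps, it assumes that the heights of both lists are on one scale, so it was judged unable to decide after its outcome was seen. A difference between the cell types was not tested.

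Peaks on X covered 844550 bp in PGCs and 424050 bp in somatic cells, a ratio of 1.99, while the ratio was 1.36 on chromosomes 2L to 3R together and 1.305 to 1.452 on each arm. Chromosome 4 had a ratio of 1.84 with few peaks, 187 and 111. The covered length moves with the number of peaks called, and X held 2553 PGC peaks and 1615 somatic peaks. Relative to 2L to 3R, X was covered 1.46 times as much in the PGC list. Background near the cutoff as the whole cause is argued against by the 2000 highest peaks of each list, where the same ratio was 1.33. Technical explanations stay open as well. If X signal is lower than autosomal signal because males carry 1 X, the narrower range of heights in the somatic list would lose more X peaks below the cutoff. X made up 19.2% of the 2000 highest PGC peaks and 13.1% of all PGC peaks, and 17.6% of the length. Lower X heights alone would not lift X above its share of the length. In the somatic list X made up 14.9% of the 2000 highest peaks and 9.28% of all, both below that share, so the lists do not settle this. With X heights assumed at 0.75 of autosomal ones, the predicted PGC to somatic ratio of X to autosome peak density is 1.85, against 1.48 observed, but the factor is assumed and the predicted densities themselves (0.402 and 0.217) lie below those observed (0.705 and 0.477). A different sex ratio among the sorted cells cannot be told apart from these, because the PGC to somatic ratio of covered bases on Y, 0.959, can be read only beside the 0.794 of unplaced sequences, which are also repeat-rich. A difference between germ cells and somatic cells in the regulation of X is a possible explanation that was not tested.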

How the results depend on the processing

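The count of the 2000 highest peaks, the counts of transposable element copies under other thresholds and the expected numbers and tests based on insertions in open chromatin alone were chosen only after the result was seen. No paired analysis was possible because each peak list used here is an average of both replicates, and for the same reason leaving out a replicate in turn could not be done; the reads of single replicates were not analyzed here. A common height minimum for both lists changed nothing, since both already start at 50 RPKM, so it says nothing about stability.

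The 4 binomial tests kept their side of 0.05 with the whole reference assembly, with Y added and in one-sided form. Both changes of genome kept the paper's observed numbers, which were not recounted. The paper annotated insertions on 2L, 2R, 3L, 3R, 4 and X, so these changes are a weak check of stability. The ZAM enrichment in PGC open chromatin stayed above 0.05, with adjusted p-values from 0.0626 in a one-sided exact binomial test to 0.144 with the whole reference assembly as the genome. The ZAM enrichment in PGC-unique open chromatin stayed below it, from 0.0199 to 0.0249 in exact binomial tests, and both gtwin enrichments did too, with no adjusted p above 2.27e-06. Removing whole PGC peaks says nothing about these tests. It lowered the expected numbers in PGC-unique open chromatin to 1.57 for ZAM and 3.26 for gtwin, while the observed numbers are the paper's for its own subtraction and were not recounted, so the ratio could only rise and the p could only fall.

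All 3 enrichments that passed 0.05 no longer did when only the insertions in any open chromatin were shared out by size. In that setting the expected numbers in PGC and PGC-unique open chromatin were 25.8 and 17.3 for gtwin and 5.62 and 3.77 for ZAM. The observed numbers were 1.12 and 1.16 times the expected ones for gtwin and 1.42 and 1.86 times for ZAM, with adjusted p-values in exact binomial tests of 0.495, 0.495, 0.495 and 0.304. The setting compares PGC open chromatin with the other open regions and not with the whole genome, and it rests on fewer insertions, 78 and 17, so it asks another question.

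Sizes moved with the genome used and with the threshold. With the whole assembly, PGC, somatic and PGC-unique open chromatin covered 4.59, 3.57 and 2.54%, and with Y added 4.16, 2.929 and 2.61%. Among peaks at or above the median height of each list they covered 3.42, 2.34 and 2.16%. With the 17411 highest peaks from each list, PGC and PGC-unique open chromatin covered 4.11 and 2.59%. Leaving out pieces under 60 bp gave 2.43% for PGC-unique open chromatin and removing whole peaks gave 1.55%.

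With at least 50% of a peak covered, 26.9% of PGC peaks and 38.1% of somatic peaks counted as shared, and with reciprocal overlap 18.1 and 20.3%. Among peaks at or above the median height the shares were 42.4 and 50.0%, and with equal numbers of highest peaks 42.0 and 44.1%.

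The share of peaks at promoters followed the promoter distance. Within 1000 bp it was 49.5% for PGC-only, 51.8% for shared and 27.7% for somatic-only peaks, and within 250 bp 27.0, 31.6 and 4.91%. At or above the median height it was 55.1, 49.9 and 11.7%, so that PGC-only peaks then exceeded shared ones. Somatic-only peaks at least 1000 bp from any PGC peak lay at promoters in 10.3% of cases. PGC-only peaks stayed above somatic-only peaks in all of these settings.

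Within 250 bp of the midpoint, PGC-only peaks contained GAGAG in 53.4%, CAGGTA in 12.8%, TATCGATA in 4.72%, TGATAA in 20.8% and CAGCTG in 29.1% of cases, and somatic-only peaks in 53.4, 15.4, 0.457, 19.3 and 28.4%. The difference in GAGAG between the sets thus disappeared in the wider window and the order for TGATAA turned. At or above the median height the PGC-only shares were 36.1, 4.85, 4.82, 8.50 and 13.9% and the somatic-only shares 27.6, 7.22, 0.229, 7.104 and 12.2%, so that the difference in GAGAG was larger there and the order for TGATAA turned as well. TATCGATA was higher in PGC-only peaks in every setting run.

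The PGC to somatic ratios of covered bases, at or above the median height, were 2.07 for X, 1.89 for chromosome 4 and 1.38 for 2L to 3R, and with equal numbers of highest peaks 1.97, 1.83 and 1.33. The ratio of X relative to 2L to 3R was 1.5001 and 1.48 in these settings and 1.33 in the 2000 highest peaks. The number of germline marker genes with a somatic peak rose from 4 to 8 when the whole gene body was searched. The cause of these changes was not tested beyond what each setting does by its construction. Depth limits what can be said of peaks near 50 RPKM, because neither list gives the reads behind them.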

Differences from the paper's values

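The expected numbers based on insertions in open chromatin alone were computed only after the result was seen; the other settings were set before the data were examined.

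The sizes of PGC and PGC-unique open chromatin and the expected numbers of insertions derived from them came within rounding of the paper's Supplementary Table S8. The expected numbers drawn in the paper's Fig. 3D differ from them. For ZAM in PGC open chromatin the paper shows about 7 expected insertions in Fig. 3D, read by eye, against 4.24 here. For gtwin in PGC open chromatin it shows about 26 in Fig. 3D, against 8.82, and for gtwin in PGC-unique open chromatin about 17 in Fig. 3D, against 5.59. With the whole reference assembly (4.63, 9.64 and 5.34) or with Y added (4.201, 8.73 and 5.48), all 3 values still differ from the paper's, and with whole PGC peaks removed the value for gtwin in PGC-unique open chromatin, 3.26, differs as well. When the paper's 17 ZAM and 78 gtwin insertions in any open chromatin were shared out by the size of each open region, a setting chosen after seeing the values, the expected numbers were 5.62, 25.8 and 17.3. The gtwin values are then close to those of Fig. 3D, while 5.62 stays below the figure's about 7 for ZAM and is only within 1.5 times of it, the limit used for a difference. The ZAM insertions in embryo-specific regions also differ in number between Fig. 3D and the paper's Supplementary Table S8, from which the 17 were taken. For ZAM in PGC-unique open chromatin the paper shows about 4 in Fig. 3D, against 2.69 here and 3.77 in the setting chosen after seeing the values.

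The paper states a minimum length of 60 bp for peak calling, and the shortest peaks of both deposited lists are 50 bp long.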

Other observations

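The comparisons of transposable element copies with random placements were chosen only after the result was seen; the test of TATCGATA within promoters was set before its outcome was seen.

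Promoters held 36.2% of PGC-only peaks (exact 95% binomial interval 35.3 to 37.0%), 39.8% of shared peaks (38.7 to 40.9%) and 12.4% of somatic-only peaks (11.8 to 13.1%), against 13.6% of the genome within 500 bp of a start site. Introns held 20.3% of PGC-only, 22.0% of shared and 24.1% of somatic-only peaks, and 39.5% of the genome. Intergenic sequence held 15.0, 19.9 and 17.9% of these sets and 27.2% of the genome.

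The 5 highest PGC-only peaks all lay at promoters, near kek1 (2L 12822501 to 12823050, dm6, 305.1 RPKM), trol (X 2545351 to 2545800, 299.9 RPKM), numb (2L 9437251 to 9437600, 285.4 RPKM), Nedd4 (3L 17532951 to 17533700, 266.7 RPKM) and EcR (2R 6153051 to 6154100, 263.2 RPKM). The 5 highest somatic-only peaks lay outside promoters. They were in introns of heph (3R 31955301 to 31955550, 187.3 RPKM) and MFS17 (2R 2558201 to 2558400, 139.8 RPKM), and in intergenic sequence nearest to CG43131 (3R 5109701 to 5110200, 133.2 RPKM) and CG42598 (3L 26597301 to 26597850, 123.7 RPKM, and 26387551 to 26387750, 114 RPKM).

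Of the genes the paper names as a marker or a factor, piwi had a PGC peak of 52.7 RPKM at its start site and no somatic peak, and tj, which the paper uses to mark somatic gonadal precursors, had a PGC peak of 85.9 RPKM and no somatic peak within 500 bp of its start site. Within 1000 bp, both tj and eya had a somatic peak. The genes pnt, opa, Trl, Clamp and zld had a peak in both lists. Among somatic marker genes, the highest PGC peaks were at trh (742.3 RPKM) and wg (598.8 RPKM), above the highest peak at any germline marker gene, 158.1 RPKM at nos. Of 13945 protein-coding genes, 51.8% had a PGC peak and 31.2% a somatic peak within 500 bp of a start site.

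The sequence TATCGATA, the core of the DNA replication-related element, occurred within 100 bp of the midpoint of the peak in 3.00% of PGC-only peaks (exact 95% binomial interval 2.70 to 3.32%), 0.170% of somatic-only peaks (0.0972 to 0.276%), 1.29% of shared peaks and 0.536% of random positions. As a hypothesis, the difference could come from the larger share of promoters among PGC-only peaks. Within promoter peaks, however, the motif occurred in 303 of 4281 PGC-only peaks (7.08%, interval 6.33 to 7.89%) and in 4 of 1168 somatic-only peaks (0.342%, interval 0.0934 to 0.875%), so the share of promoters alone does not explain the difference. Distance to the start site within promoters was not matched. Within 250 bp of a start site lay 27.0% of PGC-only and 4.91% of somatic-only peaks, so closeness to the start site stays open as an explanation. GAGAG, the core bound by GAF and CLAMP, occurred in 32.2% of PGC-only, 26.7% of somatic-only and 37.8% of shared peaks, and in 21.2% of random positions. The Zelda core CAGGTA occurred in 5.58, 6.76, 7.49 and 4.97% of these sets, the GATA core TGATAA in 7.34, 7.44, 7.25 and 12.2%, and the E-box CAGCTG in 14.6, 13.0, 12.5 and 8.23%. The sets differ in GC content from random positions, so the comparison with random positions carries that difference too.

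Annotated copies of 3 other families the paper follows were also counted. Of 5 ZAM copies, 1 overlapped a PGC peak and 1 a somatic peak. Of 20 gtwin copies, 4 overlapped a PGC peak and 3 a somatic peak, and of 39 copia copies, 1 and 7. Random placements gave on average 1.31 and 1.13 copies for ZAM and 3.88 and 3.30 for gtwin, close to the observed numbers, and 17.8 and 17.1 for copia, above them. These are copies in the reference genome, not the new insertions of the paper.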
